# mRNA stability fine-tunes gene expression in the developing cortex to control neurogenesis

**DOI:** 10.1371/journal.pbio.3003031

**Published:** 2025-02-06

**Authors:** Lucas D. Serdar, Jacob R. Egol, Brad Lackford, Brian D. Bennett, Guang Hu, Debra L. Silver

## Abstract

RNA abundance is controlled by rates of synthesis and degradation. Although mis-regulation of RNA turnover is linked to neurodevelopmental disorders, how it contributes to cortical development is largely unknown. Here, we discover the landscape of RNA stability regulation in the cerebral cortex and demonstrate that intact RNA decay machinery is essential for corticogenesis in vivo. We use SLAM-seq to measure RNA half-lives transcriptome-wide across multiple stages of cortical development. Leveraging these data, we discover *cis*-acting features associated with RNA stability and probe the relationship between RNA half-life and developmental expression changes. Notably, RNAs that are up-regulated across development tend to be more stable, while down-regulated RNAs are less stable. Using compound mouse genetics, we discover CNOT3, a core component of the CCR4-NOT deadenylase complex linked to neurodevelopmental disease, is essential for cortical development. Conditional knockout of *Cnot3* in neural progenitors and their progeny in the developing mouse cortex leads to severe microcephaly due to altered cell fate and p53-dependent apoptosis. Finally, we define the molecular targets of CNOT3, revealing it controls expression of poorly expressed, non-optimal mRNAs in the cortex, including cell cycle-related transcripts. Collectively, our findings demonstrate that fine-tuned control of RNA turnover is crucial for brain development.

## Abstract 2

Dysregulation of RNA stability is linked to neurodevelopmental disorders, but how it contributes to cortical development is not well understood. This study profiles the RNA stability landscape of the cortex across development and reveals that the CCR4-NOT deadenylase complex is essential for corticogenesis in vivo.

## Introduction

The cerebral cortex is essential for higher order functions, including cognitive reasoning, and somatosensory, motor, and visual processing. These processes rely on proper embryonic development, and defective embryonic corticogenesis can lead to neurodevelopmental disorders, including autism, schizophrenia, and intellectual disability. The developmental trajectory and underlying biological and molecular events necessary to construct the cortex during development are generally well defined [1,2]. In mice, the main neural progenitors are radial glial cells (RGCs), which produce neurons directly, and intermediate progenitors (IPs), which are derived from RGCs and are also neurogenic (Fig 1A). The mature mammalian cortex consists of a stereotypical six-layered architecture that forms in an inside-out fashion. Neurons born early in development (~embryonic day (E)12.5 –E13.5 in mouse) occupy deep layers, while late born neurons (~E14.5 –E16.5) typically occupy superficial layers [3]. Thus, corticogenesis is a dynamic process in which progenitor potency and neuronal composition changes with development.

**Fig 1:**
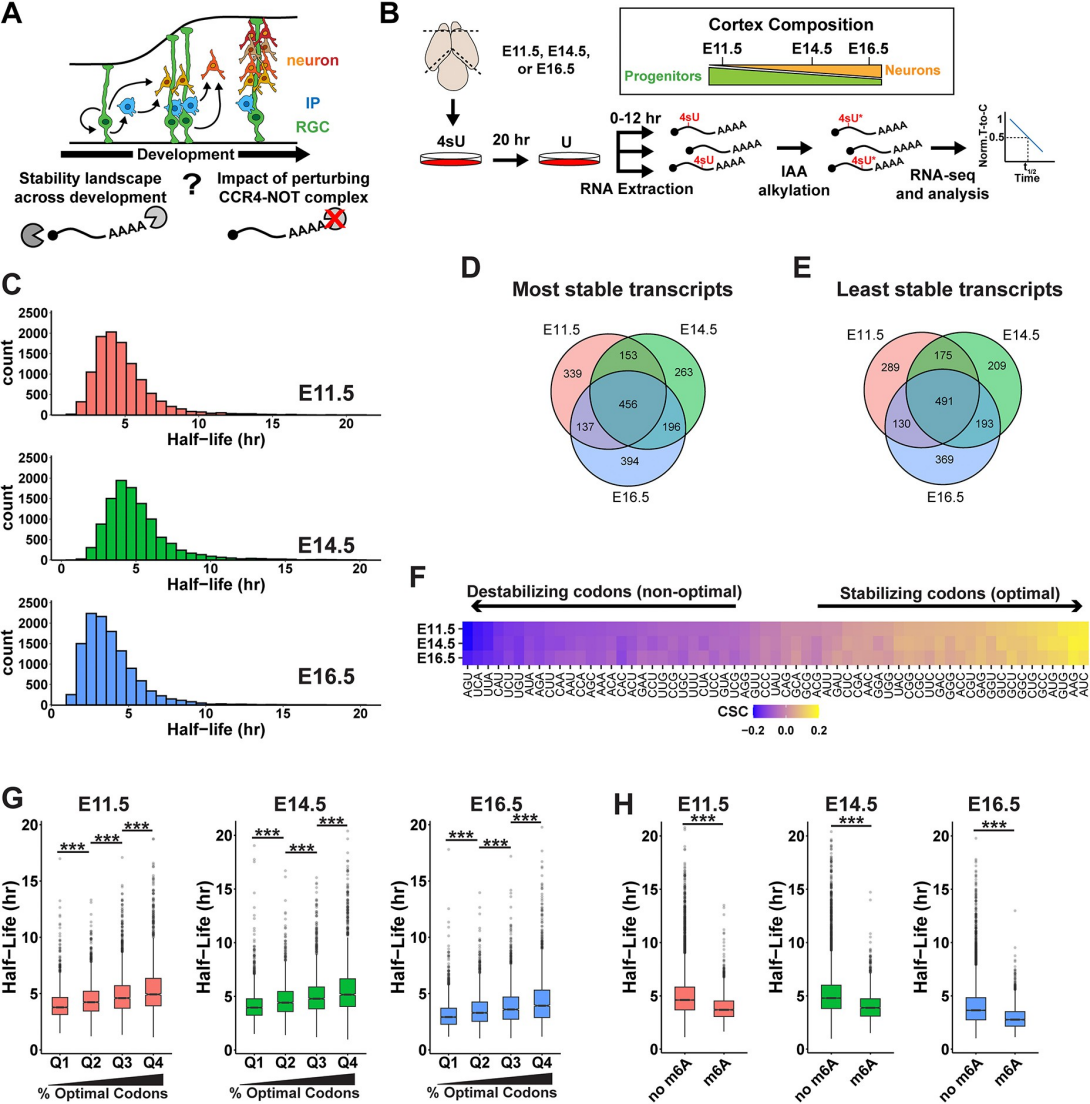
The developmental landscape of cortical RNA stability. (A) Overview of cortical development showing RGCs generating neurons directly, or indirectly through IPs, with goals of this study schematized below. (B) Approach for SLAM-seq experiment, with relative cellular composition of the cortex at the 3 developmental stages used in this study (*n* = 3 biological replicates per stage). (C) Histograms showing distribution of RNA half-lives. (D, E) Venn diagrams for top 10% most and least stable transcripts identified at each stage. (F) CSC values for each of the 61 non-stop codons. (G) Half-lives of RNAs binned into quartiles based on percentage of optimal (positive CSC) codons. (H) Half-lives of RNAs with or without m^6^A. *** *p* < 0.001. One-way ANOVA with Tukey’s HSD post hoc test (G), Wilcoxon rank-sum test (H). Underlying data for this figure can be found in S1 Data. CSC, codon stabilization coefficient; IP, intermediate progenitor; RGC, radial glial cell.

In line with diverse cellular processes, the transcriptomes of progenitors and neurons are dynamic during corticogenesis [4–7]. These developmental gene expression changes are controlled by transcriptional and posttranscriptional mechanisms [8,9]. RNA stability regulation is emerging as an important modulator of gene expression during cortical development. Previous work has revealed roles for core components of the RNA decay machinery, including the exosome [10] and the nonsense-mediated RNA decay (NMD) pathway [11–16]. Several studies have also highlighted the importance of additional *cis*- and *trans*-acting regulators of stability in cortical development. For example, the oscillatory RNA expression pattern of the Notch signaling pathway gene *Hes1* in cortical progenitors is maintained in part by microRNA-mediated degradation [17,18]. In addition, the abundant epitranscriptomic mark N6-methyladenosine (m^6^A) destabilizes RNA in cortical cells and influences neurogenesis [19]. While these studies highlight fundamental roles of mRNA stability in cortical development, our understanding of this process is limited. Indeed, a survey of RNA half-lives across development is lacking, as is a mechanistic understanding of how RNA turnover impacts the developing brain.

A key regulator of mRNA stability is the CCR4-NOT deadenylase complex [20]. This multi-subunit complex catalyzes the removal of 3′ poly(A) tails from mRNAs, typically one of the first steps in mRNA degradation. CNOT3 is a non-enzymatic component of the CCR4-NOT complex and required for efficient deadenylation and mRNA degradation [21–23]. Mutations in *CNOT3* as well as another component, *CNOT1*, are linked to neurodevelopmental pathologies characterized by a spectrum of intellectual disability, speech delay, seizures, and behavioral problems [24–30]. Of note, *CNOT3* is categorized as a “High-confidence, syndromic” autism risk gene in the SFARI autism gene database. Previous work implicates CNOT3 in diverse stem cell populations, including cardiomyocytes [31,32], embryonic stem cells [33,34], and spermatogonial stem cells [35]. Despite clinical significance of *CNOT3* in neurodevelopment, its molecular function in cortical development is entirely unknown.

Here, we employ multi-pronged approaches to understand the principles and functions of RNA degradation in the developing brain (Fig 1A). We use SLAM-seq to globally measure RNA half-lives across multiple stages of mouse development. From this, we discover key features governing RNA stability in the cortex and uncover relationships between RNA turnover rates and gene expression changes across development. We then employ *Cnot3* conditional knockout mouse models to discover cellular and molecular mechanisms by which RNA decay machinery controls cortical neurogenesis. Our findings reveal the importance of RNA stability control in the developing cortex and establish the CCR4-NOT complex as a key factor contributing to proper gene expression and cellular function during corticogenesis.

## Results

### SLAM-seq defines the landscape and features of RNA stability in cortical cells

To characterize the mRNA stability landscape of the developing cortex, we performed thiol(SH)-linked alkylation for metabolic sequencing (SLAM-seq) [36] at 3 different developmental stages. We chose E11.5, E14.5, and E16.5 as representative stages of early, middle, and late neurogenesis, respectively. E11.5 cortices are predominantly composed of RGCs, while E14.5 and E16.5 cortices contain increasing numbers of IPs and neurons, along with non-RGC derived cells. Cortices from E11.5, E14.5, and E16.5 embryos were dissociated into single cell suspensions using 3 independent biological replicates per stage and cultured in vitro using conditions permissive for proliferation [37], and 4-thiouridine (4sU) was added to culture media for 20 h to label nascent RNAs. Cells were then collected for RNA extraction 0, 2, 4, 8, and 12 h following a chase with excess unmodified uridine to monitor degradation of labeled RNAs over time (Fig 1B). Following sequencing, we obtained reproducible half-life measurements for 10,842 transcripts at E11.5, 10,671 transcripts at E14.5, and 11,832 transcripts at E16.5 (Fig 1C and S1 Table). Principal component analysis (PCA) showed that the biological replicates within each stage largely clustered together but were distinct between the stages (S1A Fig). Comparison of z-score normalized half-lives revealed high correlations between stages (r > 0.87), indicating that the relative stability of individual transcripts is highly consistent across cortical development (S1B and S1C Fig).

To further compare the RNA stability landscape between stages, we assessed the top 10% most and least stable transcripts at E11.5, E14.5, and E16.5. We observed a high degree of similarity between the 3 stages. Among the most stable transcripts, 456 were shared among all 3 stages (Fig 1D). Similarly, 491 of the least stable transcripts were shared across all 3 stages (Fig 1E). Notably, more transcripts were shared between all 3 stages than were unique to each stage. Gene ontology (GO) analysis of the most and least stable transcripts at each stage revealed consistently enriched terms shared across developmental stages (S1D and S1E Fig). Stable transcripts were enriched for functions such as ATP synthesis and protein synthesis, while unstable genes encoded regulators of transcription and cell fate determination. Importantly, these functional classes for stable and unstable transcripts are similar to those observed in other cell types in diverse organisms [36,38–41].

We next sought to identify *cis*-acting factors that shape RNA turnover dynamics in cortical cells. We first focused on 5′ and 3′ UTRs as they are known to contain regulatory elements important for RNA stability [42,43]. We examined 3′ UTR sequences of the same top 10% most stable and least stable transcripts at each stage [44]. The most stable RNAs had shorter, more GC-rich, 3′ UTRs (S1F and S1G Fig). Analysis of 5′ UTR sequences revealed a similar relationship between length and stability, with stable transcripts having shorter 5′ UTRs (S1H Fig). However, no relationship was observed between 5′ UTR GC content and stability (S1I Fig). The preferential impact of 3′ UTR GC content on RNA stability may reflect the enrichment of regulatory elements within these regions [45].

In addition to regulatory elements within UTRs, codon content within coding regions has also been implicated in mRNA stability regulation in multiple biological contexts [46–51]. To determine whether mRNA stability in the developing mouse cortex is associated with codon content, we calculated the codon stabilization coefficient (CSC), a measure of the correlation between codon usage and mRNA half-life [50]. We found robust correlations between codon usage and mRNA stability across all 3 stages, with CSC values ranging from 0.17 (stabilizing/optimal) to −0.2 (destabilizing/non-optimal) (Fig 1F). CSC values for each codon were virtually identical between E11.5, E14.5, and E16.5 (S1J and S1K Fig). To further assess the impact of codon content on mRNA stability, we binned mRNAs into quartiles based on their optimal codon content and then compared the half-lives of each quartile. We found a clear and consistent trend across all 3 developmental stages showing that mRNAs with a higher proportion of optimal codons are more stable (Fig 1G).

Finally, we examined the impact of m^6^A, an abundant epitranscriptomic mark associated with multiple aspects of mRNA metabolism, including mRNA stability [52]. m^6^A was previously shown to be present in >2,000 transcripts in E14.5 mouse primary cortical cells, where it was implicated in RNA degradation [19]. To assess the destabilizing impact of m^6^A in our data set and to determine whether its role changes across development, we compared half-lives of mRNAs predicted to contain m^6^A to those without m^6^A at each stage [19] (Fig 1H). This analysis showed significantly lower half-lives for m^6^A-containing transcripts, with similar extents of destabilization at all stages. This strongly implicates m^6^A in RNA stability throughout neurogenesis, reinforcing previous findings [19]. Collectively, our data highlight multiple *cis*-acting features that shape RNA stability in cortical cells.

Although we did not observe widespread shifts in RNA half-lives across development, some variation among individual transcripts was observed (S1B and S1C Fig). We therefore aimed to identify transcripts with developmentally regulated RNA half-lives. For this, we employed a regression-based method [53] to assess RNA degradation kinetics across time in our SLAM-seq data. We first filtered the data to include only the 9,490 transcripts expressed at all 3 stages, then converted half-lives to z-scores to normalize the data between stages and allow for direct comparisons. Regression analysis was then used to identify transcripts with significant changes in stability across development. Consistent with our previous observations, half-lives for most transcripts were unchanged. However, a small subset of 294 transcripts (3.1%) had significant differences in stability across all 3 stages assayed. Hierarchical clustering of this subset based on their half-life dynamics identified 7 distinct clusters (Fig 2A and S2 Table). The temporal half-life profile for each cluster was unique (Fig 2B). Stability of cluster 2 and 3 RNAs gradually increased, while the stability of cluster 5 and 7 RNAs gradually decreased. Cluster 1 and cluster 4 stability was greatest at E16.5 and E14.5, respectively, while cluster 6 transcripts were least stable at E14.5. Altogether, these data demonstrate that turnover rates for individual transcripts are on average constant across cortical development but are dynamically regulated for a subset of transcripts.

**Fig 2:**
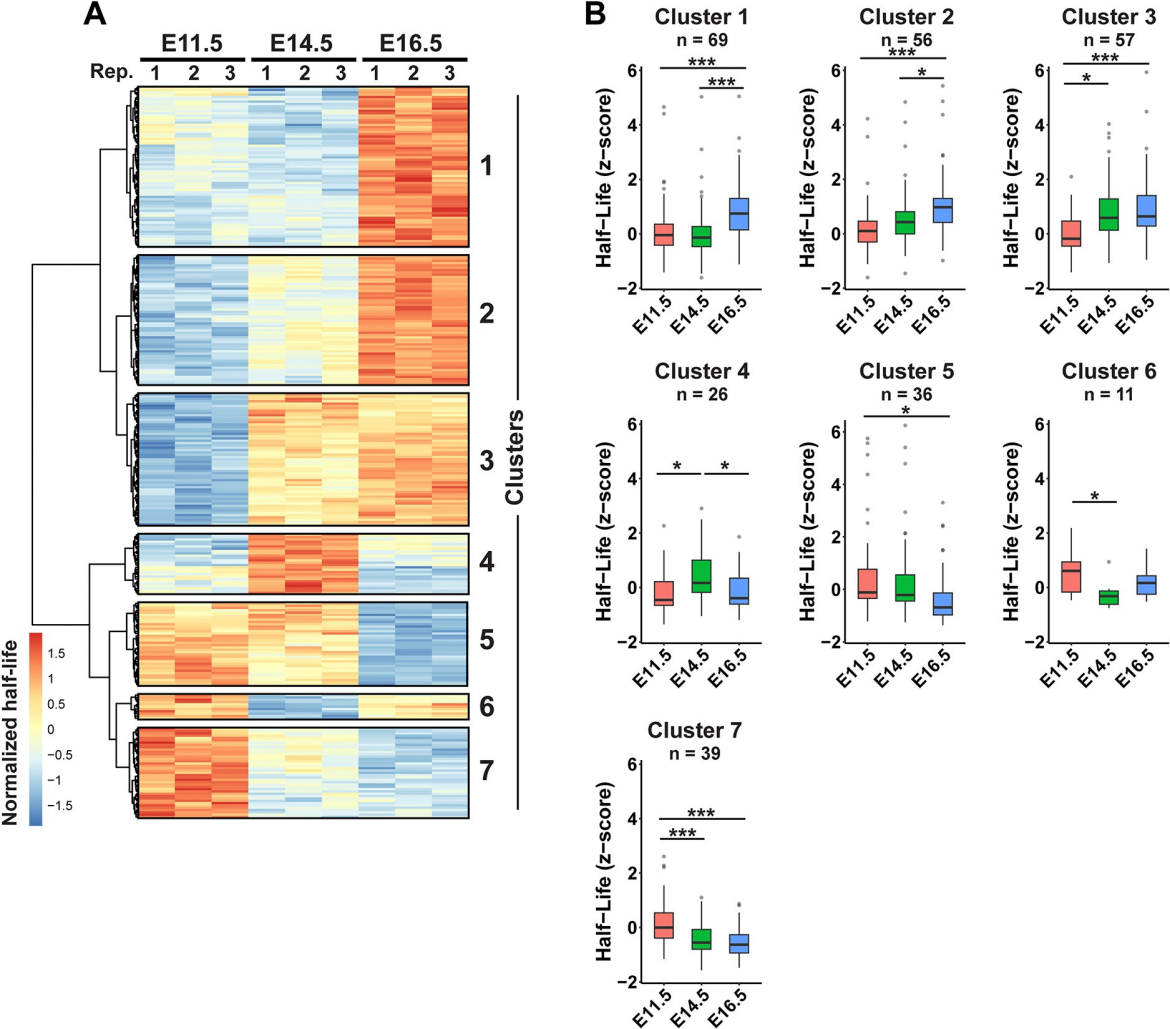
Dynamic patterns of mRNA half-lives across cortical development. (A) Heatmap showing z-score normalized half-lives for 294 significantly changing transcripts at E11.5, E14.5, and E16.5 (*n* = 3 biological replicates per stage). Numbers to the right indicate cluster labels. (B) Z-score normalized half-lives for transcripts found in the indicated clusters. *p < 0.05, ***p < 0.001. One-way ANOVA with Tukey’s HSD post hoc test. Underlying data for this figure can be found in S2 Data.

### RNA stability correlates with developmental gene expression changes

Neural progenitors dynamically remodel their transcriptomes over developmental time and upon differentiation [7]. Yet, the extent to which RNA stability influences these transcriptional dynamics is largely unknown. To investigate this question, we assessed the stability of RNAs whose expression significantly changes across development. Because SLAM-seq is conducted using standard RNA-seq, our data set measures RNA expression levels at each stage, in addition to their half-lives. Using this data, we evaluated differential expression across the 3 stages. Using cutoffs of fold change >2 and *p*_*adj*_ < 0.05, we identified 1,056 up-regulated and 997 down-regulated transcripts at E14.5 compared to E11.5 (Fig 3A and S3 Table). Transcripts that were up-regulated from E11.5 to E14.5 included neuronal markers (e.g., *Neurod2*, *Satb2*, *Dcx*), while down-regulated transcripts included progenitor markers (e.g., *Sox2*, *Nes*, *Hes5*). These gene expression changes may reflect the increased abundance of neurons at later stages of development. We further identified 962 up-regulated and 730 down-regulated genes at E16.5 compared to E14.5 (Fig 3B and S3 Table). Similar to changes from E11.5 to E14.5, we observed increased expression at E16.5 of neuronal markers (e.g., *Satb2*, *Cux2*, *Pou3f3/Brn1*) and decreased expression of progenitor and cell cycle markers (*Ccnd2*, *Sox2*, *Btg2*). Notably, these data are consistent with transcriptional dynamics that are expected to occur in vivo during cortical development.

**Fig 3:**
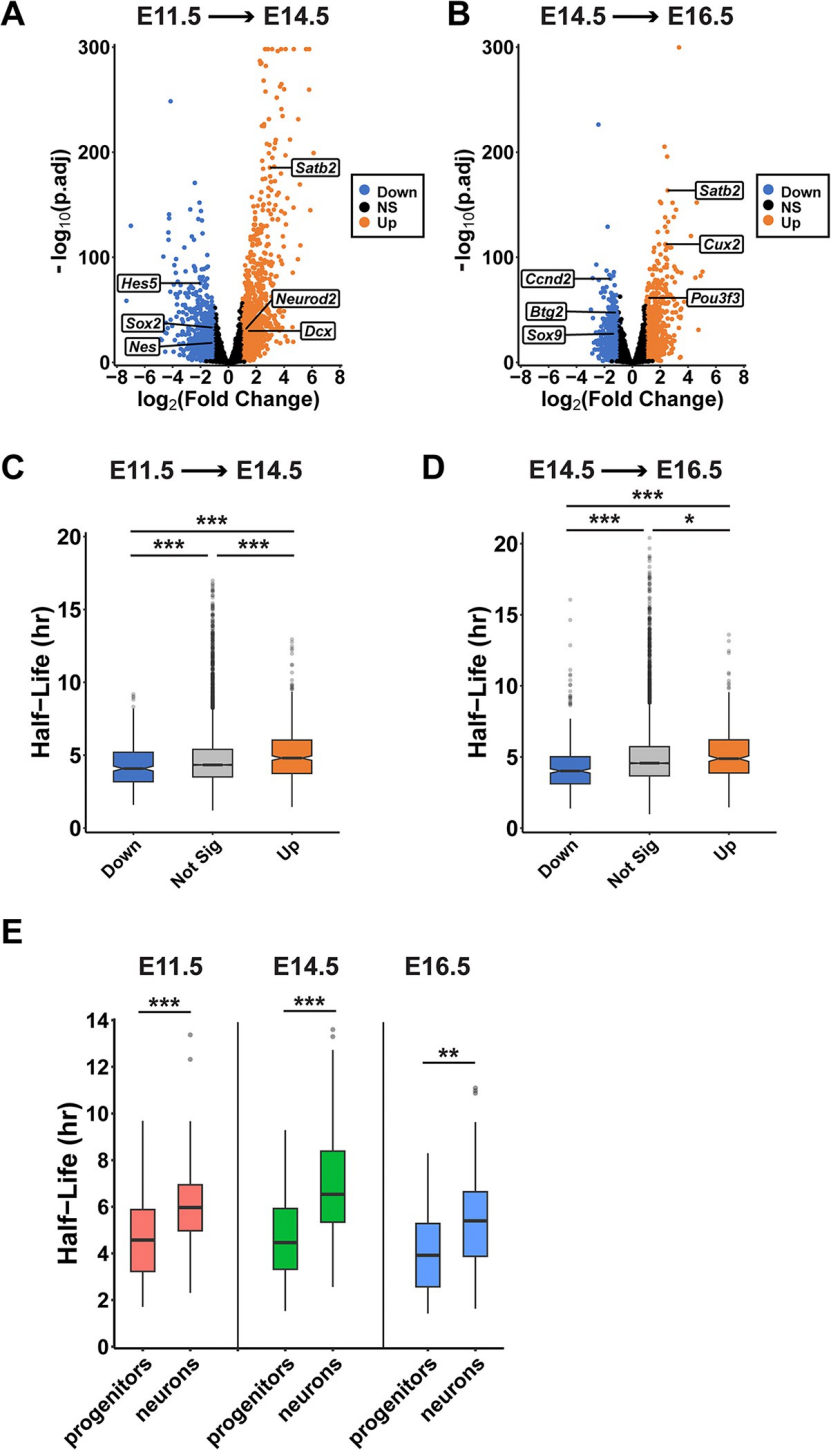
Distinct stability profiles for developmentally regulated and cell type enriched mRNAs. (A, B) Volcano plots showing transcript expression changes at E14.5 compared to E11.5 (A), or E16.5 compared to E14.5 (B). *n* = 3 biological replicates per stage. (C, D) Half-lives of differentially expressed transcripts at the indicated developmental transitions. (E) Half-lives for a subset of transcripts enriched in either progenitors (*n* = 56) or neurons (*n* = 57). **p < 0.01, ***p < 0.001. One-way ANOVA with Tukey’s HSD post hoc test (C, D), Wilcoxon rank-sum test (E). Underlying data for this figure can be found in S3 Data.

To determine whether there is a relationship between RNA stability and gene expression dynamics across development, we compared half-lives of differentially expressed transcripts. We found that RNAs whose expression is significantly up-regulated at E14.5 compared to E11.5 were marginally, but significantly, more stable compared to those that were down-regulated (Fig 3C). The same trend was observed for RNAs that were differentially expressed at E16.5 compared to E14.5 (Fig 3D). These data suggest that expression dynamics and RNA stability are coordinated. Developmentally down-regulated transcripts undergo rapid turnover, while up-regulated mRNAs are degraded more slowly to facilitate their accumulation.

Some of these developmentally regulated transcripts are known to have cell-specific expression. Given this, we investigated whether this held true across more of the transcriptome. For this, we mined a previously published scRNA-seq data set of the developing cortex [6] to assess expression levels of developmentally regulated transcripts in specific cell types. At both transitions (E11.5 to E14.5 and E14.5 to E16.5), transcripts with decreasing expression were enriched in progenitors (RGCs and IPs), while those with increasing developmental expression were enriched in neurons (S2A and S2B Fig). Together, this suggests that gene expression differences in our data sets are linked to changes in cell composition across development.

Our data demonstrate that some developmentally regulated transcripts exhibit biased cell-type expression profiles (S2A and S2B Fig) and distinct stability profiles (Fig 3C and 3D). Therefore, we next sought to determine whether transcripts enriched in progenitors and neurons have distinct RNA half-lives. To address this, we generated a stringent list of transcripts that are highly enriched in either progenitors (*n* = 56) or neurons (*n* = 57) across 2 independent scRNA-seq data sets [6,7] (S4 Table). In our SLAM-seq data set, these transcripts were expressed at all 3 stages, with progenitor-enriched transcripts most highly expressed at E11.5, and neuron-enriched transcripts most highly expressed at E16.5 (S2C and S2D Fig). These expression patterns are consistent with known cell composition at each stage. Notably, progenitor-enriched transcripts were significantly less stable than neuron-enriched transcripts (Fig 3E). This was true across all 3 developmental stages. Collectively, these data demonstrate cell-specific layers of RNA stability during cortical development and strongly suggest that RNA stability influences developmental expression changes for a subset of transcripts. These data indicate developmental roles of RNA stability for shaping the transcriptome.

### Conditional knockout of *Cnot3* leads to microcephaly and disrupted neuronal lamination

Our data thus far indicate that RNA stability regulation is a key feature of cortical development, implicated in gene expression changes across stages. Our data also indicate that codon optimality is highly correlated with mRNA stability in the embryonic cortex (Fig 1G). Mechanistically, codon content and its effects on translation are sensed by the CCR4-NOT complex to drive degradation of non-optimal mRNAs [54]. This led us to investigate the in vivo functional consequences of mis-regulating the CCR4-NOT complex during cortical development. To address this, we focused on CNOT3, a central component of the CCR4-NOT deadenylase complex (Fig 4A). CNOT3 is essential for deadenylation [21–23] and is linked to neurodevelopmental pathologies [24–28], making it a strong candidate for investigating the role of the complex in cortical development. Importantly, inspection of scRNA-seq data sets of the developing mouse cortex revealed broad *Cnot3* expression in both progenitors and neurons [7]; however, its function in these cell types is unknown.

**Fig 4:**
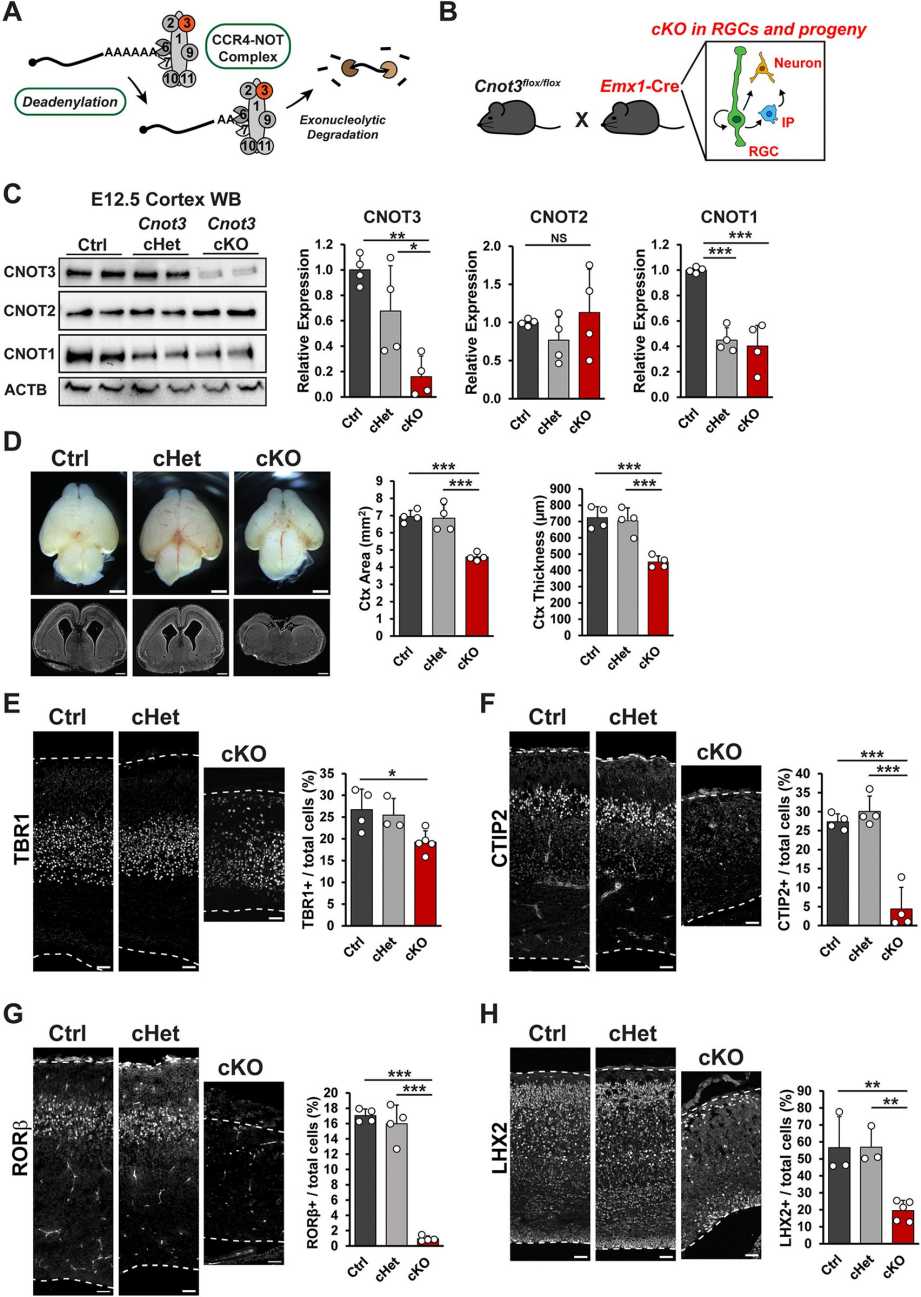
*Cnot3* controls cerebral cortex size and neuronal number. (A) Schematic of CCR4-NOT complex with CNOT3 indicated in red. (B) cKO strategy using *Emx1*-Cre to target RGCs and their progeny, including IPs and neurons. (C) Western blot using whole cortex protein lysates from E12.5 control (ctrl), conditional heterozygous (cHet), or cKO embryos. Quantifications shown to the right (*n* = 4 embryos per genotype). (D) Whole mount images and coronal cross sections of E18.5 brains. Quantifications of cortex area and thickness shown to the right (*n* = 4 embryos per genotype). (E–H) Immunofluorescence for indicated neuronal markers in E18.5 cortical sections, with quantifications shown to the right. *n* = 3–5 embryos per genotype. *p < 0.05, **p < 0.01, ***p < 0.001. One-way ANOVA with Tukey’s HSD post hoc test. Error bars represent standard deviation. Scale bars: 1 mm (D, top), 500 μm (D, bottom), 50 μm (E–H). Underlying data for this figure can be found in S4 Data. cKO, conditional knockout; IP, intermediate progenitor; RGC, radial glial cell.

We generated conditional knockouts (cKOs) of *Cnot3* in RGCs and their progeny by crossing *Cnot3*^*lox/lox*^ mice with *Emx1*-Cre [55] (Fig 4B). At E12.5 (approximately 3 days after the onset of Cre-mediated recombination), we observed an 84% and 82% reduction in CNOT3 protein and RNA expression, respectively, in cKO cortices (Figs 4C and S3A). Interestingly, expression of CNOT1 was also reduced. Reduction of CNOT1 protein likely occurs via translational and/or posttranslational mechanisms, as we observed no significant change in *Cnot1* RNA measured by RT-qPCR (S3A Fig). No statistically significant changes were observed for CNOT2 expression at either the protein or RNA levels. As CNOT1 is essential for scaffolding the complex, this suggests that the integrity of the entire CCR4-NOT complex may be impaired in this mouse model. These data demonstrate the *Cnot3* cKO can be faithfully used to assess roles of this complex in cortical development.

To determine the requirement of *Cnot3* for cortical development, we first examined brains at E18.5, when neurogenesis is largely complete. cKO mice exhibited profound microcephaly, with a 38% reduction in cortical area, and a similar 38% reduction in cortical thickness (Fig 4D). In contrast, conditional heterozygous (cHet) brain sizes were comparable to control. This indicates that CNOT3 is required for overall cortical size. The cortex forms a six-layered laminar architecture, with early born neurons present in deep layers and later born neurons primarily present in superficial layers [3]. To examine the extent to which *Cnot3* ablation affects glutamatergic projection neurons, we performed immunostaining for TBR1 (Layer VI), CTIP2 (Layer V), RORβ (Layer IV), and LHX2 (Layer II/III). In cKO brains compared to control, we observed a ~28% reduction in TBR1+ neuron density, a near complete loss of CTIP2+ and RORβ+ neurons, and a 65% reduction in LHX2+ neurons (Fig 4E–4H). cHet brains were similar to control. In addition to reduced density, neuronal distribution for some markers was also disrupted in cKO brains (S3B–S3E Fig). These data indicate that CNOT3 is essential for number and laminar position of glutamatergic neurons produced throughout cortical development.

### *Cnot3* is required for viability of both progenitors and neurons

To understand how *Cnot3* controls brain size and neuron number, we next examined its requirements for neurogenesis. At E14.5, mid-neurogenesis, we observed an 18% reduction in cortical thickness in *Cnot3* cKO mice, indicating a role for *Cnot3* in development at earlier stages (Fig 5A and 5B). We performed immunofluorescence against SOX2 and PAX6 to assess RGCs. Both markers were qualitatively reduced in the proliferative zones (S4A Fig). Indeed, we observed a 26% reduction in apical SOX2+ RGCs (Fig 5C). We also assessed IPs using TBR2 expression. This showed a 43% reduction in IPs in cKO cortices compared to control (Fig 5D). This demonstrates that *Cnot3* is critical for proper number of both RGCs and IPs.

**Fig 5:**
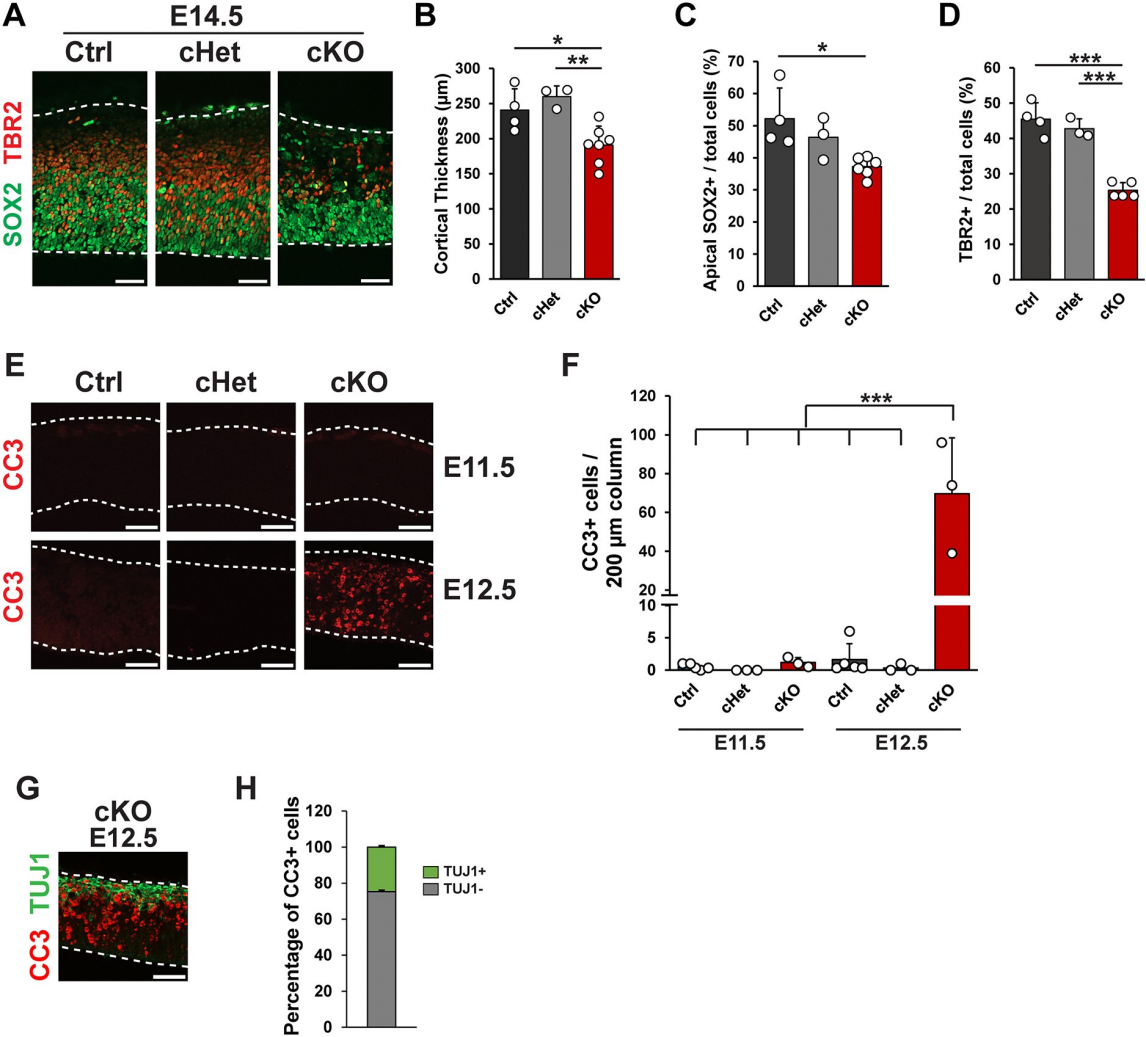
*Cnot3* is required for progenitor cell number and cell survival. (A) Immunofluorescence for SOX2 and TBR2 in E14.5 cortical sections, with quantifications shown in (B–D). *n* = 3–6 embryos per genotype. (E) Immunofluorescence for CC3 in E11.5 (top) and E12.5 (bottom) cortical sections. (F) Quantification of CC3+ cells from genotypes in (E) (*n* = 3–5 embryos per condition). (G) Immunofluorescence for CC3 and TUJ1 in an E12.5 cKO cortical section. (H) Quantification of percentage of CC3+ cells that were either TUJ1+ or TUJ1- in E12.5 cKO cortices (*n* = 3 embryos). *p < 0.05, **p < 0.01, ***p < 0.001. One-way ANOVA with Tukey’s HSD post hoc test. Error bars represent standard deviation. Scale bars: 50 μm. Underlying data for this figure can be found in S5 Data. cKO, conditional knockout; CC3, cleaved caspase 3.

The reduction in cortical thickness and decreased progenitor and neuronal cell density could be associated with alterations in proliferation or excessive cell death. We first assessed the latter possibility by measuring apoptosis. Staining for cleaved caspase 3 (CC3) revealed minimal cell death in control, cHet, and cKO cortices at E11.5 (Fig 5E and 5F). However, beginning at E12.5, we observed widespread cell death that was predominant in cKO cortices (Fig 5E and 5F). Apoptotic cells were present throughout the cortex and were both TUJ1+ and TUJ1- (Fig 5G and 5H). This indicates that *Cnot3* loss induces apoptosis of both newborn neurons and presumed progenitors.

We next sought to determine whether neuronal cell death was strictly a result of *Cnot3* loss in progenitors, or if *Cnot3* was also required in neurons for viability. For this we crossed *Cnot3*^lox/lox^ mice with *Nex*-Cre (S4B Fig), which is active in post-mitotic glutamatergic neurons beginning at E12.5 [56]. Staining for CC3 at E18.5 indicated apoptosis in *Nex*-Cre cKO cortices (S4C Fig). This indicates that neuronal cell death is due, at least in part, to an intrinsic requirement of *Cnot3* for newborn neuron viability. Staining for TBR1, CTIP2, RORβ, and LHX2 at E18.5 revealed reductions of 33%, 20%, 18%, and 10%, respectively, with only the deep layer neurons being significant (S4D–S4H Fig). The attenuated impact on superficial layers is most likely due to the later birthdate of these neurons and the time it takes for CNOT3 protein to be depleted after Cre-mediated recombination. Collectively, these data underscore the intrinsic requirement of CNOT3 for viability of multiple cell types of the developing cortex, including both neural progenitors and post mitotic neurons.

### Rescue of apoptosis partially rescues *Cnot3* cKO phenotypes

Given that *Cnot3* is essential for cell viability, we next assessed the extent to which apoptosis contributes to the loss of both progenitors and neurons in *Emx1* cKO brains. Cell death in the cortex is often associated with up-regulation of p53 signaling [10,57–59]. Consistent with this, we observed accumulation of p53 protein in E12.5 cKO cortices (Fig 6A), indicating active p53 signaling at this stage. Given this, we generated *Emx1-*Cre;*Trp53*^*lox/lox*^*;Cnot3*^*lox/lox*^ double cKO (dcKO) mice to abrogate p53-dependent apoptosis. Rescue of p53-dependent apoptosis was confirmed by the quantification of p53 protein accumulation and CC3+ cells in E12.5 dcKO cortices (S5A and S5B Fig). Examination of dcKO brains at E18.5 revealed a striking rescue of cortical size (Fig 6B and 6C). Notably, cortical thickness in dcKO brains was virtually unchanged compared to cKO (Fig 6D). The density of early born, deep layer neurons marked by TBR1 and CTIP2 was similar between dcKO and cKO mice (Fig 6E and 6F). In contrast, the density of later born neurons marked by RORβ and LHX2 was restored in dcKO mice (Fig 6G and 6H). This suggests that p53-dependent apoptosis explains the loss of late-born, but not early-born neurons in *Cnot3* cKO mutants. As with density, the compound mutants also failed to rescue lamination patterns for deep layer markers, but did rescue lamination of superficial layers markers (S5C–S5F Fig). These data indicate both p53-dependent and p53-independent mechanisms for CNOT3 regulation of neuronal populations.

**Fig 6:**
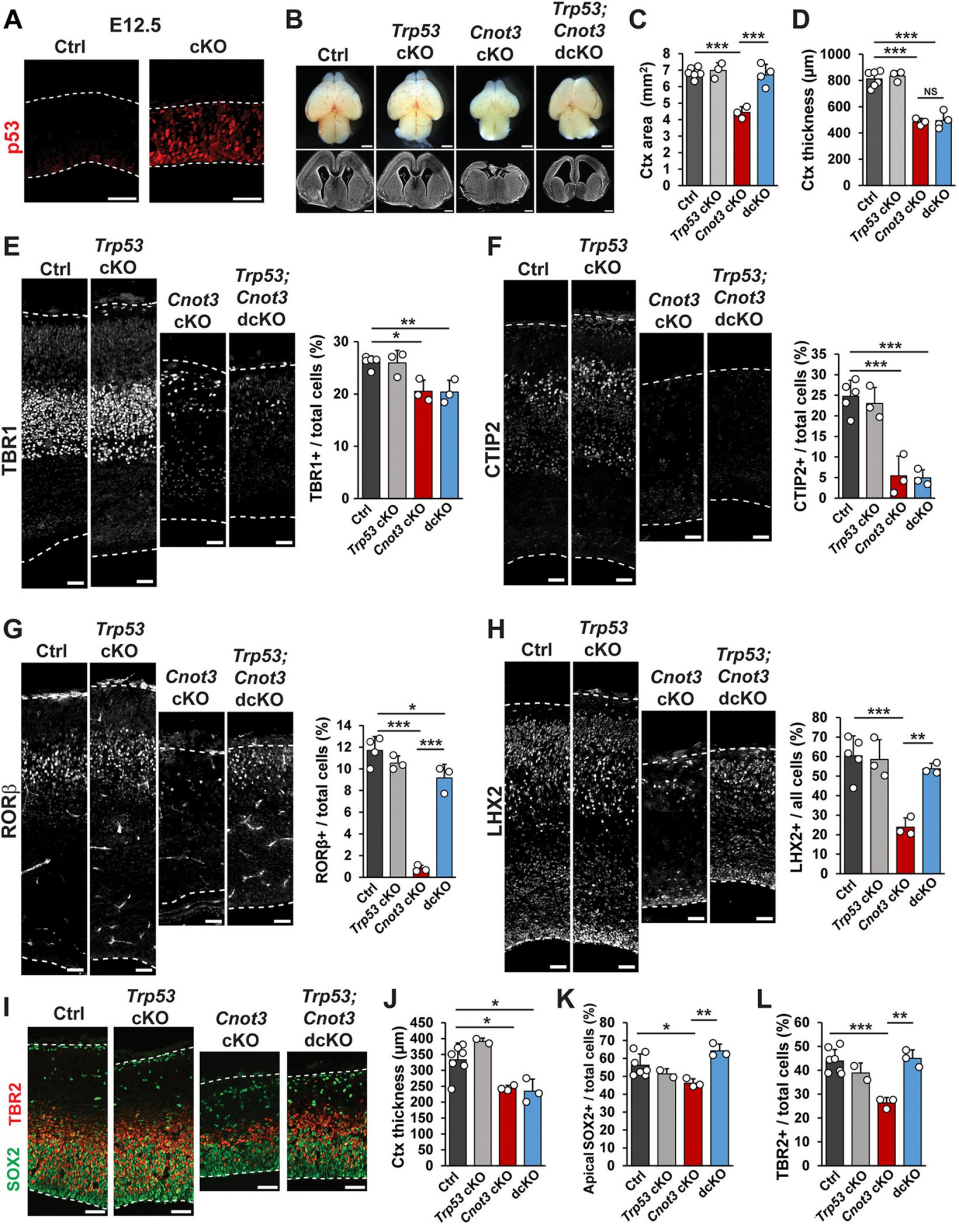
p53-dependent apoptosis controls upper but not deep layer neurons. (A) Immunofluorescence for p53 in E12.5 cortical sections. (B) Whole mount images and coronal cross sections of E18.5 brains. (C, D) Quantifications of cortex area and thickness (*n* = 3–6 embryos per genotype). (E–H) Immunofluorescence for indicated neuronal markers in E18.5 cortical sections, with quantifications shown to the right (*n* = 3–6 embryos per genotype). (I) Immunofluorescence for SOX2 and TBR2 in E14.5 cortical sections. (J–L) Quantification of cortical thickness, SOX2, and TBR2 at E14.5 (*n* = 2–7 embryos per genotype). *p < 0.05, **p < 0.01, ***p < 0.001. One-way ANOVA with Tukey’s HSD post hoc test. Error bars represent standard deviation. Scale bars: 1 mm (B, top), 500 μm (B, bottom), 50 μm (A, E–I). Underlying data for this figure can be found in S6 Data.

The reduction in superficial layer neurons may be due to apoptosis of progenitors at stages when these neurons are being produced. To probe this possibility, we quantified neurogenesis of compound mutant brains at E14.5. Similar to E18.5, cortical thickness at E14.5 was unchanged in dcKO brains compared to cKO (Fig 6I and 6J). However, the densities of apical SOX2+ RGCs and TBR2+ IPs were rescued in dcKO brains (Fig 6K and 6L). Thus, the decrease in progenitor density in E14.5 *Emx1-*cKO brains is due to p53-dependent apoptosis. This observation is consistent with the rescue of upper layer neurons, whose peak production occurs around E14.5-E15.5. Collectively, our analysis of dcKO mice suggests that *Cnot3-*dependent microcephaly and neuronal loss are due in part to massive apoptosis.

### CNOT3 is required for regulation of cell cycle duration and cell fate

Given the findings above, we next asked if *Cnot3* controls the rate at which early-stage progenitors produce neurons. For this, we employed a previously established in vivo semi-cumulative labeling strategy to measure total cell cycle (Tc) and S-phase (Ts) durations at E12.5 [60]. BrdU was intraperitoneally injected into pregnant dams to label DNA in S-phase progenitors, followed by a second injection with EdU 1.5 h later (Fig 7A). Embryonic brains were dissected at t = 2 h and stained for BrdU, EdU, and Ki67 (proliferative cells). Total cell cycle and S-phase in control cortices were determined to be ~10 h and ~5 h, respectively (Fig 7B). Importantly, both measurements are in close agreement with previous measurements [61,62]. In contrast, in cKO cortices, total cell cycle and S-phase durations were both significantly increased to ~14 h and ~6.5 h, respectively (Fig 7B). The ratio of Ts/Tc was unchanged across the 3 genotypes, indicating that cell cycle lengthening was not biased towards S-phase (Fig 7C). These data demonstrate that *Cnot3* loss from early-stage progenitors is associated with overall slower cell cycle.

**Fig 7:**
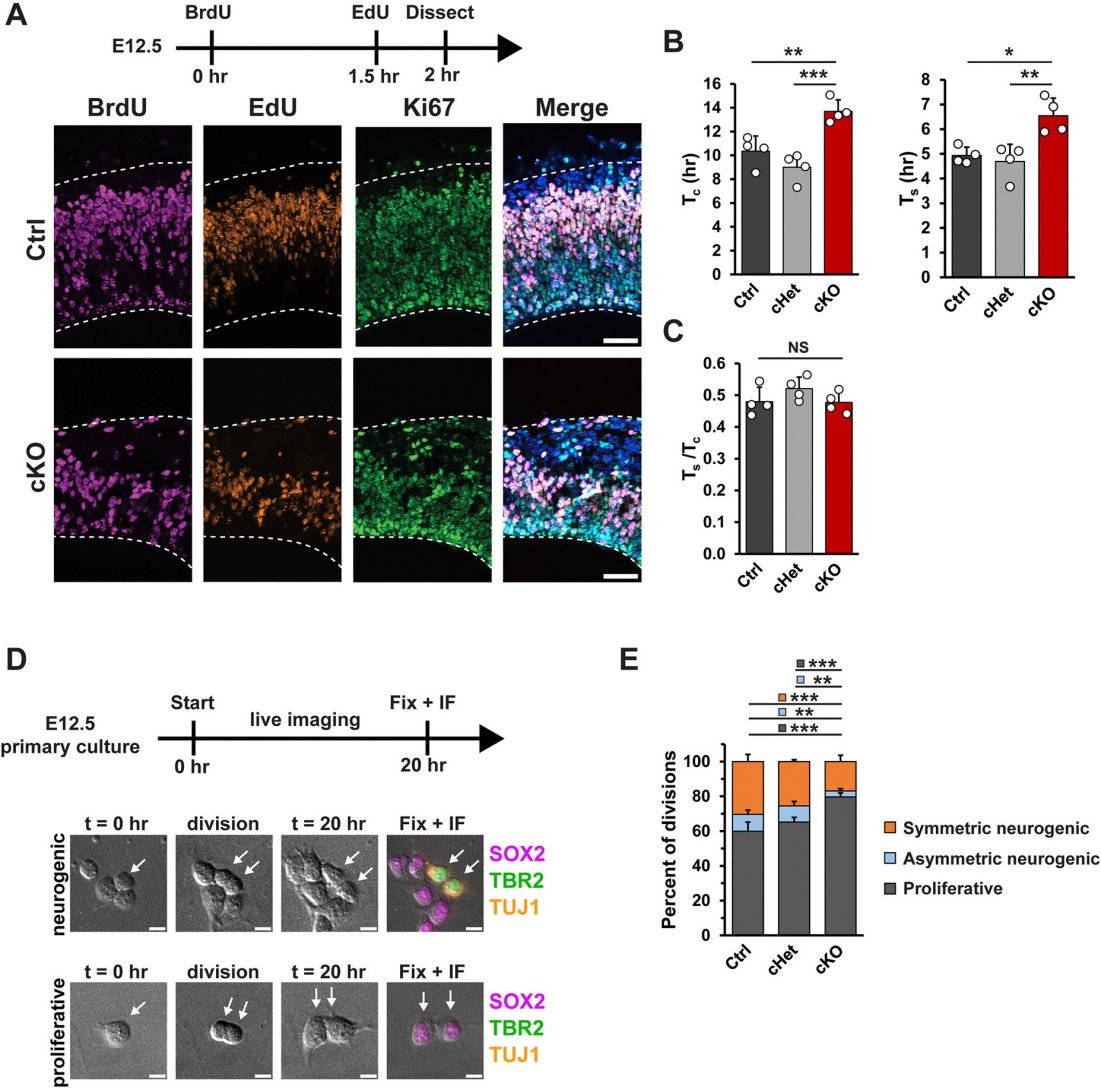
*Cnot3* controls neural cell fate by modulating progenitor cell cycle duration and neurogenic divisions. (A) Top, schematic of experimental approach for semi-cumulative labeling at E12.5. Bottom, immunofluorescence for the indicated markers in E12.5 cortical sections. (B) Quantification of total cell cycle duration (T_c_), S-phase (T_s_) (*n* = 4 embryos per genotype). (C) Quantification of the ratio between S-phase and total cell cycle (T_s_/T_c_). (D) Top, schematic of experimental approach for live imaging of E12.5 primary progenitor divisions. Bottom, DIC images at the beginning (t = 0 h) and end (t = 20 h) of the live imaging session and immunofluorescence after fixation for SOX2, TBR2, and TUJ1 showing representative proliferative and neurogenic divisions (n: Ctrl = 4 brains (446 divisions), cHet = 3 brains (331 divisions), cKO = 3 brains (350 divisions)). (E) Quantification of cell divisions: Proliferative (2 SOX2+TUJ1-, 2TBR2+TUJ1-, or one of each); Asymmetric neurogenic (1 SOX2+TUJ1- or TBR2+TUJ1- and 1 TUJ1+); Symmetric neurogenic (2 TUJ1+). *p < 0.05, **p < 0.01, ***p < 0.001. One-way ANOVA with Tukey’s HSD post hoc test (B, C). Chi-squared test with Bonferroni post hoc adjusted *p*-values (E). Error bars represent standard deviation. Scale bars: 50 μm (A), 10 μm (D). Underlying data for this figure can be found in S7 Data. cKO, conditional knockout.

We next investigated the extent to which *Cnot3* controls early stage progenitors’ ability to produce neurons. We first measured if the reduced number of early stage progenitors is due to cell death using *p53* mutants. In dcKO brains, we observed rescue of proliferative cell number, suggesting p53 contributes to E12.5 RGC number (S5G and S5H Fig). Notably, in contrast to this phenotype, deep layer neurons are not rescued by p53 (Fig 6E and 6F). Given this, we tested the possibility that CNOT3 controls fate of newborn neurons at early stages when these neurons are being generated. For this, we performed a live imaging assay to monitor the fate of dividing E12.5 progenitors and their progeny (Fig 7D and S1 and S2 Movies). Primary cell cultures were prepared from E12.5 control, cHet, and cKO cortices, and progenitors were imaged every 10 min for a period of 20 h, as previously [63,64]. After 20 h, cells were fixed and stained for SOX2 (RGCs), TBR2 (IPs), and TUJ1 (neurons) to assign the fate of progeny. In control progenitors, approximately 60% of divisions were proliferative (2 SOX2+ or TBR2+ progeny), approximately 10% were asymmetric neurogenic (one SOX2+ or TBR2+, and one TUJ1+ progeny), and approximately 30% were symmetric neurogenic (two TUJ1+ progeny). In contrast, divisions of cKO progenitors were skewed towards producing more progenitors, with approximately 80%, 5%, and 15% of divisions being proliferative, asymmetric neurogenic, and symmetric neurogenic, respectively (Fig 7E). cHet progenitors had an intermediate phenotype that was not statistically significant. The observation that progenitors undergo fewer neurogenic divisions in cKO cells suggests that *Cnot3* loss from progenitors directly impairs neuronal production. This, together with prolonged cell cycle, suggests potential mechanisms to help explain the p53-independent loss of deep layer neurons.

### Up-regulation and impaired turnover of non-optimal mRNAs in cKO cortices

Next, we aimed to understand the molecular consequences of *Cnot3* loss in the developing cortex. 

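Cortical tissue was microdissected from single mouse embryos at E12.5. RNA from 3 control (Ctrl), 3 Cnot3 cKO and 3 Cnot3;Trp53 dcKO embryos was sequenced, with one library per embryo. In both mutants the floxed alleles are removed by Emx1-Cre, a recombinase active in RGCs of the dorsal telencephalon and their progeny. The authors prepared stranded poly(A) libraries, trimmed adapters from the paired-end reads, aligned them to mm39 with STAR and counted them per gene with featureCounts. They deposited the raw number of reads counted on each of 57010 Ensembl genes, of which 30138 had no read in any embryo. The reads counted per embryo ranged from 21193798 to 28869816 in Ctrl (median 26455779), from 24835674 to 25946075 in cKO (median 25218324) and from 23275370 to 45073349 in dcKO (median 34196798). These counts were tested as deposited with edgeR's quasi-likelihood test and TMM normalization, in one model of all 9 embryos. The test covered the 13680 genes with more than 10 reads in every embryo. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1. The paper names DESeq2 for this comparison, and DESeq2's result on the same genes is given beside edgeR's. In simulated counts, 200 of 13378 genes were changed 4-fold in cKO. Each gene had the spread estimated for it from these embryos, the same in all 9 and independent of other genes. The unequal spread of the genotypes was not simulated, so the rates that follow need not hold for the real embryos. Of the changed genes, edgeR recovered 79.5% with 14 false calls, and DESeq2 90.0% with 38 false calls.
Embryos of one genotype are different animals and differed by more than sampling of reads. The mean chi-square per gene between a pair of embryos, which is about 1 for sampling noise alone, was between 15.6 and 53.8 within Ctrl and within cKO. Within dcKO it was between 185 and 507. The statistic grows with the number of reads. After thinning each embryo to the reads of the smallest library, a step added after seeing the data, it was between 14.2 and 41.1 within Ctrl and cKO and between 100.1 and 326 within dcKO. The labels number the embryos 1 to 3 in each genotype. Across genes, deviations from the genotype mean correlated with a mean r of -0.169 between same-numbered embryos (9 pairs) and 0.0836 between embryos of different number (18 pairs). The embryo codes carry another number, called the collection number here. Ctrl replicate 1 shares it with cKO replicate 2, Ctrl replicate 2 with cKO replicate 3, and Ctrl replicate 3 with dcKO replicate 3. The r of these pairs was 0.191, -0.0134 and -0.537 (mean -0.120), so the negative mean comes from the pair with a dcKO embryo. In a model with the collection number as a block, the cKO change rests on the 2 pairs of Ctrl and cKO and the dcKO change on 1 pair, Ctrl replicate 3 and dcKO replicate 3. The other 3 embryos add nothing to such a model, and 1 residual degree of freedom remains.
Cnot3 (ENSMUSG00000035632.17, chromosome 7 from 3645268 to 3661109 of GRCm38 in GENCODE M21) had 2960.3 ± 263 normalized counts (SD, n = 3) in Ctrl, 429 ± 40.1 in cKO and 685 ± 579.8 in dcKO. Its log2 fold change was -2.78 in cKO (standard error 0.53, edgeR adjusted p = 0.0509) and -2.11 in dcKO (standard error 0.52, edgeR adjusted p = 0.0529). The DESeq2 adjusted p-values were 1.22e-05 and 0.00119. Trp53 (ENSMUSG00000059552.14, chromosome 11 from 69580359 to 69591873) had 6479.6 ± 538 normalized counts in Ctrl, 4574 ± 42.1 in cKO and 1341 ± 1474 in dcKO. Its log2 fold change in dcKO was -2.27 (standard error 0.62, edgeR adjusted p = 0.0605), and DESeq2 gave it no p-value because it took a count as an outlier. For both Cnot3 and Trp53, every cKO embryo and every dcKO embryo lay below every Ctrl embryo. The exact two-sided permutation test gave p = 0.10 for each, the smallest that 3 embryos against 3 allow. In cKO, the log2 fold change of Trp53 was only -0.50 (standard error 0.59, edgeR adjusted p = 0.616). The dcKO embryos were unequal. Replicates 1, 2 and 3 had 202, 1328 and 525 normalized counts of Cnot3 and 415, 3041 and 568 of Trp53.

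**Figure D1:**
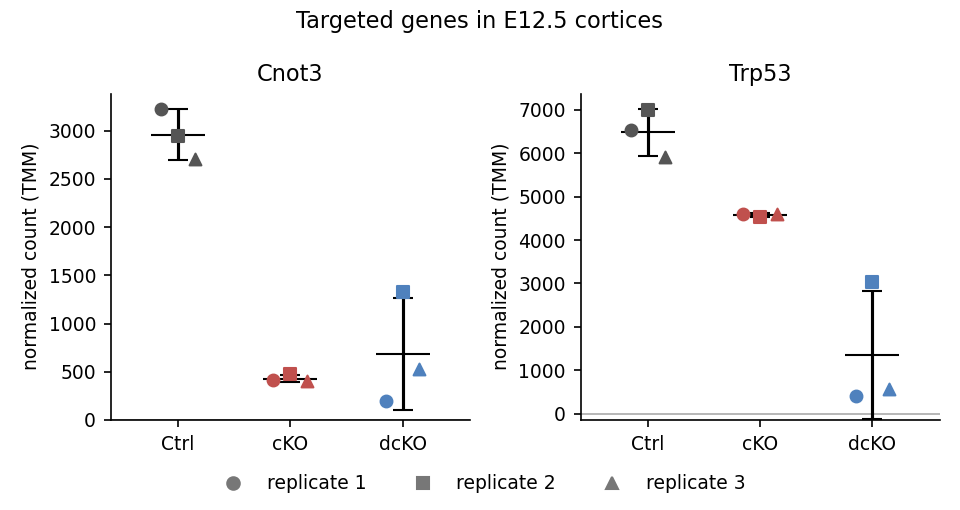
Normalized counts of Cnot3 (left) and Trp53 (right) in each Ctrl, cKO and dcKO embryo; points are embryos, and horizontal bars and error bars are the mean and SD of 3 embryos. In dcKO, replicate 2 lies at 1328 for Cnot3 and 3041 for Trp53, above the other dcKO embryos and below every control.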

For this, we isolated RNA from E12.5 control, *Cnot3* cKO, and *Cnot3;Trp53* dcKO cortices and performed bulk RNA-seq. We chose E12.5, the earliest onset of phenotypes in cKO embryos, with the goal of understanding primary molecular deficits. Using cutoffs of *p*_*adj*_ < 0.05 and fold-change >2, we identified 1,216 transcripts that were differentially expressed in cKO cortices compared to control, and 1,164 differentially expressed transcripts in dcKO cortices (Fig 8A and S5 Table). 

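With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 2 genes were called up-regulated and 0 down-regulated in cKO cortices. In dcKO cortices 0 genes were called in either direction. At an unadjusted p-value under 0.05 there were 3693 of the 13680 genes (27.0%) in cKO and 3994 (29.2%) in dcKO. The smallest adjusted p-value from edgeR was 0.0232 in cKO and 0.0502 in dcKO. With adjusted p-values up to 0.1, a limit chosen after seeing the data, edgeR called 629 up-regulated and 402 down-regulated genes in cKO and 672 and 394 in dcKO. DESeq2, with the cutoffs of 0.05 and 1 on the same genes, called 676 up-regulated and 530 down-regulated genes in cKO and 638 and 519 in dcKO. The largest count of all alternatives, 2177 down-regulated genes in dcKO, came from limma voom with sample quality weights. The number of calls depended on single embryos. With each embryo left out in turn, edgeR called from 0 to 769 up-regulated genes in cKO and from 0 to 1157 in dcKO. In cKO it called 518, 769 and 722 without dcKO replicates 1, 2 and 3, and 0 without any one Ctrl or cKO embryo. DESeq2, in leave-one-out fits chosen after seeing the data, called from 354 to 870 up-regulated genes in cKO and from 224 to 1123 in dcKO. Its down-regulated genes ranged from 155 to 824 in cKO and from 139 to 2174 in dcKO. An edgeR model of the Ctrl and cKO embryos alone called 945 up-regulated and 813 down-regulated genes. A model of the Ctrl and dcKO embryos alone called 0, with 2684 genes at an unadjusted p-value under 0.05. With the replicate number as a block, edgeR called 0 genes in cKO and 0 in dcKO. DESeq2 with this block, also chosen after seeing the data, called 572 up-regulated and 451 down-regulated genes in cKO and 470 and 558 in dcKO. With the collection number as a block, edgeR called 957 up-regulated and 1029 down-regulated genes in cKO and 1229 and 404 in dcKO. There the comparison of dcKO with Ctrl is 1 embryo against 1, so its calls say nothing about dcKO as a group. Same-numbered embryos had a mean correlation of 0.0334 between Ctrl and cKO and -0.359 between Ctrl and dcKO. The paper's Fig 8C lists name 653 up-regulated and 512 down-regulated genes in cKO and 615 and 505 in dcKO that could be matched to the tested genes. Each of these changed in the listed direction with an unadjusted p-value under 0.05 in edgeR. DESeq2 called between 99.4% and 100% of each list. The lists come from the paper's own DESeq2 test of these same embryos, so this match is no independent support for them.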

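For the targets of p53 transcriptional activation Eda2r, Cdkn1a, Ccng1 and Sesn2, every cKO embryo exceeded every Ctrl embryo (exact two-sided permutation test, p = 0.10 for each gene, the smallest that 3 embryos against 3 allow). Eda2r (ENSMUSG00000034457.11, chromosome X from 97333840 to 97377216 of GRCm38) rose from 66.4 ± 11.7 normalized counts (SD, n = 3) in Ctrl to 1239 ± 326 in cKO. Its log2 fold change of 4.22 (standard error 0.43) was one of the 2 called by edgeR over all genes in cKO (adjusted p = 0.0232). Cdkn1a (ENSMUSG00000023067.15, chromosome 17 from 29090976 to 29100727) rose from 464 ± 10.8 to 2556 ± 779 normalized counts, a log2 fold change of 2.46 (standard error 0.38, edgeR adjusted p = 0.0509). Ccng1 (ENSMUSG00000020326.8, chromosome 11 from 40748552 to 40755311) rose from 852 ± 76.8 to 4470.4 ± 570.4 normalized counts, a log2 fold change of 2.39 (standard error 0.35, edgeR adjusted p = 0.0509). Sesn2 (ENSMUSG00000028893.9, chromosome 4 from 132492032 to 132510501) rose from 363 ± 62.1 to 1238 ± 468 normalized counts, a log2 fold change of 1.77 (standard error 0.49, edgeR adjusted p = 0.0651). The DESeq2 adjusted p-values were 1.27e-21 for Eda2r, 2.49e-07 for Cdkn1a, 6.93e-08 for Ccng1 and 0.00501 for Sesn2. When embryos were left out in turn, the log2 fold change ranged from 3.98 to 4.36 for Eda2r, 2.20 to 2.63 for Cdkn1a, 2.28 to 2.46 for Ccng1 and 1.44 to 1.98 for Sesn2. Over the 16 genes that the paper names for this experiment, list-adjusted p-values from edgeR were under 0.05 for 13 in cKO, these 4 included. Adjusted over all genes, 1 of the 16 was under 0.05. The paper names most of these genes for changes in these same embryos. Adjustment over this list, here and below, is therefore no independent test. In a wider list of p53 targets set before the data were examined, 16 of the 19 genes tested had a log2 fold change above 0 in cKO and 10 had one above 1, with a median of 1.15. Of these genes, 12 had an edgeR p-value under 0.05 adjusted over the list and 1 adjusted over all genes. The list includes Eda2r, Cdkn1a, Ccng1 and Sesn2, which are 4 of the 10 above 1. It is therefore not fully independent of the genes the paper names.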

Targets of p53 transcriptional activation, including *Sesn2*, *Eda2r*, *Ccng1*, and *Cdkn1a*, were among the most up-regulated genes in cKO cortices (Fig 8A and 8B). In dcKO cortices, these transcripts were each expressed at levels similar to control, confirming attenuation of p53-dependent apoptosis in the compound mutant mice. These expression changes were independently validated by RT-qPCR (Fig 8B). 

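In dcKO cortices there were 77.8 ± 40.1 normalized counts of Eda2r, 536 ± 265 of Cdkn1a, 1052 ± 515 of Ccng1 and 279 ± 215 of Sesn2 (SD, n = 3). Against Ctrl, the log2 fold change of dcKO was 0.24 for Eda2r (edgeR adjusted p = 0.706), 0.21 for Cdkn1a (edgeR adjusted p = 0.729), 0.31 for Ccng1 (edgeR adjusted p = 0.555) and -0.39 for Sesn2 (edgeR adjusted p = 0.611). Exact two-sided permutation tests gave p = 0.90 for Eda2r, 1.0 for Cdkn1a, 0.90 for Ccng1 and 0.40 for Sesn2. The ratio of single dcKO embryos to the mean of the controls ranged from 0.567 to 1.77 for Eda2r, 0.533 to 1.65 for Cdkn1a, 0.574 to 1.76 for Ccng1 and 0.372 to 1.45 for Sesn2. The sign of these changes depended on the processing. A GC correction turned the log2 fold changes of Eda2r and Ccng1 to -0.38 and -0.36. In the wider list of p53 targets, 11 of 19 genes had a log2 fold change above 0 in dcKO and 1 had one above 1, with a median of 0.21. The edgeR p-value of 6 of these genes was under 0.05 unadjusted, of 3 adjusted over the list and of 0 adjusted over all genes. These counts take in both directions. Phlda3, one of the 6, was lower in dcKO (log2 fold change -1.18, edgeR adjusted p = 0.0511). The mean log2 CPM of all 22 listed genes differed from Ctrl by -0.28 in dcKO (exact permutation p = 0.30). In a model with the collection number as a block, where dcKO replicate 3 alone is compared with Ctrl replicate 3, Ccng1 was at -0.94 (edgeR adjusted p = 9.09e-04) and Sesn2 at 0.85 (edgeR adjusted p = 0.0470). Tested directly against cKO, every dcKO embryo lay below every cKO embryo for all 4 transcripts (exact two-sided permutation test, p = 0.10 for each gene, the smallest that 3 embryos against 3 allow). The log2 fold change of dcKO against cKO was -3.98 for Eda2r (standard error 0.42, edgeR adjusted p = 0.0168), -2.25 for Cdkn1a (standard error 0.38, edgeR adjusted p = 0.319), -2.08 for Ccng1 (standard error 0.34, edgeR adjusted p = 0.298) and -2.16 for Sesn2 (standard error 0.50, edgeR adjusted p = 0.633). The DESeq2 adjusted p-values of dcKO against cKO were 3.80e-20 for Eda2r, 1.05e-05 for Cdkn1a, 1.63e-05 for Ccng1 and 0.00356 for Sesn2. Over the 16 named genes, the list-adjusted p-values from edgeR were 3.93e-05 for Eda2r, 7.46e-04 for Cdkn1a, 7.46e-04 for Ccng1 and 0.00587 for Sesn2. Across all genes, edgeR called 2 lower and 0 higher in dcKO than in cKO, with 605 of 13680 genes (4.42%) at an unadjusted p-value under 0.05. DESeq2 called 48 lower and 4 higher, and 1026 and 409 without dcKO replicate 3, in a fit chosen after seeing the data. Without dcKO replicate 3, edgeR called 883 lower and 353 higher, and with the collection number as a block, where dcKO is represented by replicate 3 alone, 234 and 1349. With the replicate number as a block, edgeR called 0 and DESeq2, in a fit chosen after seeing the data, 23 lower and 1 higher, where same-numbered cKO and dcKO embryos had a mean correlation of -0.181.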

Importantly, this data provides additional molecular support for p53-dependent apoptosis as a major mechanism of *Cnot3* cKO phenotypes. Given the altered cell cycle duration of progenitors in cKO cortices (Fig 7A–7C), we also investigated expression levels of transcripts involved in cell cycle regulation. Inspection of RNA-seq data revealed that *Ccnd1*, *Ccnd2*, and *Cdk4*, were down-regulated in cKO and dcKO cortices (S6A Fig). These data provide molecular support for cell cycle phenotypes reported above and suggest potential underlying mechanisms.

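Ccnd1 (ENSMUSG00000070348.6, chromosome 7 from 144929931 to 144939925 of GRCm38) had 6238 ± 477 normalized counts (SD, n = 3) in Ctrl, 2729 ± 286 in cKO and 3696 ± 2449 in dcKO. Its log2 fold change was -1.19 in cKO (standard error 0.37, edgeR adjusted p = 0.0827, DESeq2 0.0216) and -0.75 in dcKO (standard error 0.37, edgeR adjusted p = 0.202, DESeq2 0.155). Ccnd2 (ENSMUSG00000000184.13, chromosome 6 from 127125162 to 127152193) had 75781 ± 2971 normalized counts in Ctrl, 31592 ± 4020.1 in cKO and 45015 ± 28147 in dcKO. For Ccnd2 it was -1.26 in cKO (standard error 0.36, edgeR adjusted p = 0.0692, DESeq2 0.00938) and -0.75 in dcKO (standard error 0.36, edgeR adjusted p = 0.191, DESeq2 0.131). Cdk4 (ENSMUSG00000006728.13, chromosome 10 from 127063534 to 127067920) had 32962 ± 948 normalized counts in Ctrl, 22080.5 ± 38.7 in cKO and 21116 ± 7201 in dcKO. The log2 fold change of Cdk4 was -0.58 in cKO (standard error 0.23, edgeR adjusted p = 0.144, DESeq2 0.0835) and -0.64 in dcKO (standard error 0.23, edgeR adjusted p = 0.107, DESeq2 0.0417). In cKO all 3 transcripts were lower in every mutant embryo than in every control (exact two-sided permutation test, p = 0.10 for each, the smallest that 3 embryos against 3 allow). Their edgeR p-values adjusted over the 16 named genes were 0.0124 for Ccnd1, 0.00901 for Ccnd2 and 0.0385 for Cdk4 in cKO and 0.0988 for Ccnd1, 0.0983 for Ccnd2 and 0.0345 for Cdk4 in dcKO. In dcKO the embryos separated from the controls for Cdk4 (exact permutation p = 0.10) but not for Ccnd1 (exact permutation p = 0.30) or Ccnd2 (exact permutation p = 0.30). In dcKO replicate 2 there were 6489 normalized counts of Ccnd1 and 77513 of Ccnd2, within the range of the controls. The other dcKO embryos, replicates 1 and 3, had 1916 and 2684 counts of Ccnd1 and 28348 and 29184 of Ccnd2. Leaving out each embryo in turn, the log2 fold change in dcKO ranged from -1.44 to -0.44 for Ccnd1, -1.40 to -0.51 for Ccnd2 and -0.94 to -0.44 for Cdk4. Tested directly, dcKO and cKO differed by a log2 fold change of 0.44 for Ccnd1 (edgeR adjusted p = 0.893), 0.51 for Ccnd2 (edgeR adjusted p = 0.889) and -0.065 for Cdk4 (edgeR adjusted p = 0.989). Without dcKO replicate 2 it was -0.25 for Ccnd1 and -0.14 for Ccnd2.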

**Fig 8:**
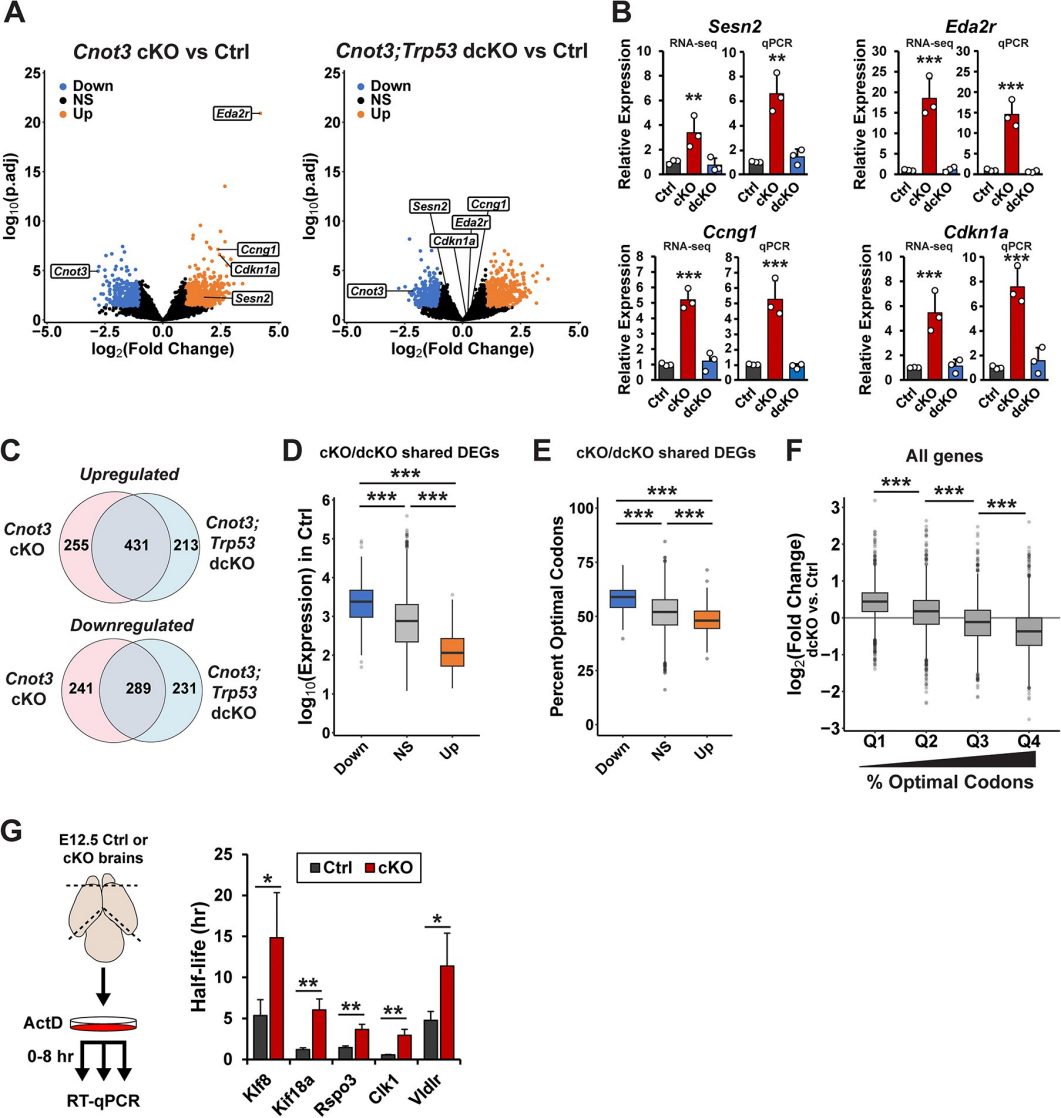
Transcriptomic and stability analysis reveals molecular targets of CNOT3. (A) Volcano plots showing differentially expressed transcripts in cKO (left) and dcKO (right) cortices versus control at E12.5 (*n* = 3 embryos per genotype). (B) Expression of p53 target genes as measured by RNA-seq (left) or qPCR (right). (C) Venn diagram showing overlap between differentially expressed genes in cKO and dcKO cortices. (D) Log_10_(expression) of cKO/dcKO shared up-regulated genes (Up; *n* = 431), shared down-regulated genes (Down, *n* = 289), and all other genes (NS, *n* = 13,089) in Ctrl cortices. (E) Percentage of optimal codons (CSC > 0) for shared differentially expressed genes. (F) Log_2_(fold change) in dcKO versus control cortices for all genes, binned into quartiles based on percentage of optimal codons. (G) Left, schematic of experimental approach for transcriptional shutoff of E12.5 primary cultures with actinomycin D (Act D). Right, half-lives of the indicated transcripts determined by RT-qPCR (*n* = 4 embryos per genotype). *p < 0.05, **p < 0.01, ***p < 0.001. Adjusted *p*-values from DESeq2 (B (RNA-seq)). One-way ANOVA with Tukey’s HSD post hoc test (B (qPCR), D–F), Welch’s two-sample *t* test (G). Error bars represent standard deviation. Underlying data for this Figure can be found in S8 Data. cKO, conditional knockout; CSC, codon stabilization coefficient; dcKO, double conditional knockout.

Among the 686 transcripts that were up-regulated in cKO cortices, 431 (63%) were also up-regulated in dcKO cortices (Fig 8C). 

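With edgeR's calls, 0 genes were up-regulated in both mutants, since 0 were called in dcKO. DESeq2 called 423 genes up-regulated in both, 62.6% of its 676 in cKO and 66.3% of its 638 in dcKO. Independent calls would share 31.5 genes by chance, but both mutants were compared with the same 3 control embryos. The following DESeq2 fits were chosen after seeing the data. With each embryo left out in turn, the overlap ranged from 172 to 683 genes. It was 326 with the replicate number as a block, where the same-numbered embryos had a mean r of -0.169. edgeR with the collection number as a block, with 1 embryo for dcKO, called 417. In each cKO embryo and in dcKO replicates 1 and 3, at least 422 of the 423 genes exceeded every control embryo, and in dcKO replicate 2, 337 did. The median log2 ratio of these genes to the mean of the controls was 1.48, 1.65 and 1.51 in cKO replicates 1 to 3 and 2.00, 0.77 and 1.47 in dcKO replicates 1 to 3. In 336 genes (79.4%) all 6 mutant embryos exceeded every control. A rule set before the data were examined names the 5 of these with the largest mean rise. It is applied here to DESeq2's calls, a choice made after edgeR was seen to call none. Mr1 (ENSMUSG00000026471.15, chromosome 1 from 155127277 to 155146814 of GRCm38) had log2 fold changes of 3.45 in cKO (standard error 0.78, edgeR adjusted p = 0.0514) and 3.70 in dcKO (standard error 0.79, edgeR adjusted p = 0.0502). Rgs7 (ENSMUSG00000026527.14, chromosome 1 from 175059087 to 175492500) had log2 fold changes of 3.32 in cKO (standard error 0.62, edgeR adjusted p = 0.0509) and 3.24 in dcKO (standard error 0.62, edgeR adjusted p = 0.0502). Rspo2 (ENSMUSG00000051920.8, chromosome 15 from 43020794 to 43170826) had log2 fold changes of 3.27 in cKO (standard error 0.93, edgeR adjusted p = 0.0677) and 3.22 in dcKO (standard error 0.93, edgeR adjusted p = 0.0660). C330021F23Rik (ENSMUSG00000065952.14, chromosome 8 from 3567990 to 3584939) had log2 fold changes of 2.81 in cKO (standard error 0.59, edgeR adjusted p = 0.0509) and 3.46 in dcKO (standard error 0.60, edgeR adjusted p = 0.0502). Sulf1 (ENSMUSG00000016918.16, chromosome 1 from 12692277 to 12861192) had log2 fold changes of 3.07 in cKO (standard error 0.73, edgeR adjusted p = 0.0521) and 3.19 in dcKO (standard error 0.73, edgeR adjusted p = 0.0507). The dcKO embryos differed widely, as Mr1 had 434, 35.2 and 115 normalized counts in dcKO replicates 1 to 3 against 14.8 ± 0.218 in Ctrl (SD, n = 3). For Rspo2, the controls had 206, 340.2 and 16.9 normalized counts and the mutants between 672 and 3339. Rspo2 is also one of a list of genes of the cortical hem and choroid that was higher in both mutants as a whole.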

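DESeq2 called 288 genes down-regulated in both mutants, 54.3% of its 530 in cKO and 55.5% of its 519 in dcKO. Independent calls would share 20.1 (one-sided Fisher's exact test over 13680 genes, p = 6.1e-297, with the same control embryos in both comparisons). By contrast, edgeR called 0 genes down-regulated in cKO and 0 in dcKO. In DESeq2 fits chosen after seeing the data, the overlap ranged from 47 to 663 genes with each embryo left out in turn and was 281 with the replicate number as a block. With the collection number as a block, and so 1 embryo for dcKO, edgeR called 80. The median log2 ratio of the 288 genes to the mean of the controls was -1.37, -1.29 and -1.38 in cKO replicates 1 to 3 and -2.14, -1.38 and -0.66 in dcKO replicates 1 to 3. All 6 mutant embryos lay below every control embryo in 241 of these genes (83.7%), and dcKO replicate 3 lay below every control in 242. Named by the same rule from DESeq2's calls, Cnot3 and 4 other genes had the largest mean fall. Lancl3 (ENSMUSG00000047344.10, chromosome X from 9199902 to 9268085 of GRCm38) had log2 fold changes of -2.02 in cKO (standard error 0.58, edgeR adjusted p = 0.0694) and -2.72 in dcKO (standard error 0.60, edgeR adjusted p = 0.0503). Foxp4 (ENSMUSG00000023991.17, chromosome 17 from 47867133 to 47924645) had log2 fold changes of -2.41 in cKO (standard error 0.78, edgeR adjusted p = 0.0893) and -2.29 in dcKO (standard error 0.77, edgeR adjusted p = 0.0923). Hic1 (ENSMUSG00000043099.6, chromosome 11 from 75164565 to 75169519) had log2 fold changes of -2.64 in cKO (standard error 0.64, edgeR adjusted p = 0.0525) and -2.005 in dcKO (standard error 0.61, edgeR adjusted p = 0.0746). Fzd9 (ENSMUSG00000049551.3, chromosome 5 from 135248938 to 135251230) had log2 fold changes of -2.75 in cKO (standard error 0.50, edgeR adjusted p = 0.0509) and -1.75 in dcKO (standard error 0.48, edgeR adjusted p = 0.0610). The DESeq2 adjusted p-values of these 4 genes lay between 4.12e-06 and 0.0123 in cKO and between 6.96e-04 and 0.0195 in dcKO.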

A similar overlap was observed for down-regulated transcripts, with 289 in common out of the 530 down-regulated transcripts in cKO cortices (55%). We focused our subsequent analysis on these shared differentially expressed transcripts as they are most likely to be regulated by *Cnot3* in a manner independent of apoptosis. Comparing our data with previously published scRNA-seq data [6] showed that differentially expressed transcripts were not biased for expression in either progenitors or neurons (S6B and S6C Fig).

To further define the molecular features of these shared *Cnot3*-dependent transcripts, we assessed their expression levels in control cortices. 

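Expression in control cortices was taken as the log10 of the TMM-normalized count averaged over the 3 Ctrl embryos. As edgeR called no shared gene, the groups are DESeq2's calls on the 13680 tested genes. The 12969 genes outside the shared groups served for comparison. The 423 up-regulated genes had a median of 2.08 (interquartile range 1.75 to 2.43) against 2.89 (2.36 to 3.31) for the other genes. The difference was -0.81 (two-sided permutation test over genes, 100000 resamples, p = 1e-05, the smallest that these resamples can give). Genes are not independent replicates, and the same Ctrl embryos served to call the genes. Measured in the 6 mutant embryos in place of the controls, the difference was -0.32 (permutation p = 1e-05), and averaged over all 9 embryos it was -0.43 (permutation p = 1e-05). Per kilobase of transcript the difference was -0.81. In DESeq2 fits chosen after seeing the data, with each embryo left out in turn, the difference in Ctrl stayed between -0.92 and -0.66, and with the replicate number as a block it was -0.74.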

Up-regulated transcripts were expressed at significantly lower levels in control, compared to *Cnot3*-independent transcripts (Fig 8D). In comparison, down-regulated transcripts had significantly higher levels of expression in control brains (Fig 8D). 

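The 288 down-regulated genes had a median log10 normalized count of 3.37 (interquartile range 2.98 to 3.67) in Ctrl. This was higher than in the 12969 other genes by 0.49 (two-sided permutation test over genes, p = 1e-05, the smallest the resamples can give). In the 6 mutant embryos the same genes differed from the other genes by 0.053 (permutation p = 0.259), and over all 9 embryos by 0.23 (permutation p = 1e-05). The difference in Ctrl was 0.42 per kilobase of transcript. In DESeq2 fits chosen after seeing the data, it was 0.50 with the replicate number as a block and between 0.23 and 0.61 with each embryo left out in turn. On the calls of edgeR with the collection number as a block, which rest on 1 embryo for dcKO, 80 down-regulated genes differed from the other genes by 0.17 (permutation p = 0.0751).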

Taken together, these data suggest that CNOT3 plays a role in helping to suppress a subset of transcripts that are typically expressed at low levels across multiple cell types.

We next sought to understand the mechanisms by which *Cnot3*-dependent transcripts are targeted. Previous work has shown that the CCR4-NOT complex is recruited to mRNAs with low codon optimality in a manner that is dependent on CNOT3 interaction with the ribosome E-site, and deletion of the yeast homolog of CNOT3 (Not5) preferentially stabilizes non-optimal mRNAs [54,65]. We thus evaluated the codon content of *Cnot3*-sensitive transcripts using CSC values calculated from our SLAM-seq data in WT cells (Fig 1H). 

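A codon was counted as optimal when its CSC at E11.5, the stage of the SLAM-seq data nearest to E12.5, was above 0, which held for 26 of the 61 sense codons. The percentage of optimal codons was computed for the longest coding isoform of each gene in GENCODE M21. Across the 1980 genes that could be matched in the S8 Data, it correlated with the paper's percentages with an r of 0.981. On DESeq2's calls, the 404 shared up-regulated genes with a coding sequence had 49.1% ± 6.78 optimal codons (SD across genes). The 252 shared down-regulated genes had 58.4% ± 6.25 and the 11425 other genes 52.0% ± 8.13. The up-regulated genes differed from the other genes by -2.93 percentage points and the down-regulated genes by 6.37 (two-sided permutation tests over genes, 100000 resamples, p = 1e-05 for each, the smallest the resamples can give). The differences were -1.80 and 5.60 points for genes called in cKO, and -3.95 and 6.12 points for genes called in dcKO. Percent optimal codons rose with the GC content of the gene (Spearman rho 0.647 across 12081 genes, which are not independent replicates). When genes were compared within 10 bins of GC content, the difference was -0.0328 points for up-regulated genes (permutation p = 0.915) and 0.605 points for down-regulated genes (permutation p = 0.125). On the calls of edgeR with the collection number as a block (1 embryo for dcKO), the up-regulated genes differed by -0.0403 points (permutation p = 0.922) and the down-regulated genes by 2.69 points (permutation p = 0.0106). With the replicate number as a block in DESeq2, chosen after seeing the data, the differences were -3.58 and 6.23 points.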

Comparing optimal codon content among differentially expressed transcripts showed that up-regulated transcripts were significantly less optimal than unchanged transcripts, while down-regulated transcripts were more optimal (Fig 8E). This data is consistent with preferential targeting of non-optimal RNAs for degradation by the CCR4-NOT complex. We next asked whether this phenomenon could be observed transcriptome-wide or if it was specific to transcripts that were significantly altered in mutant cortices. Binning all mRNAs into quartiles based on percentage of optimal codons revealed that the most non-optimal mRNAs tended to be the most up-regulated in *Cnot3* mutants (Fig 8F). 

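The 12081 tested genes with a coding sequence were placed in quartiles of percent optimal codons, from quartile 1 (21.9% to 46.3%) to quartile 4 (58.0% to 85.4%). In dcKO against Ctrl, the median log2 fold change was 0.49, 0.21, -0.067 and -0.30 in quartiles 1 to 4. In dcKO 86.1% of genes in quartile 1 were higher than in Ctrl, against 31.4% in quartile 4. In cKO the medians were 0.22, 0.14, -0.051 and -0.23, with 68.6% and 35.4% of genes higher in quartiles 1 and 4. The difference between the medians of quartiles 1 and 4 was 0.79 in dcKO and 0.45 in cKO. To set this against the spread between embryos, the mean log2 CPM of quartile 4 was subtracted from that of quartile 1 in each embryo, with the mean of the controls set to 0. This value was -0.11, -0.098 and 0.21 in Ctrl replicates 1 to 3, 0.50, 0.31 and 0.56 in cKO, and 1.21, 1.44 and -0.18 in dcKO. All cKO embryos lay above all controls (exact two-sided permutation test, p = 0.10, the smallest that 3 embryos against 3 allow). The dcKO embryos did not separate from the controls (exact permutation p = 0.40) or from the cKO embryos (exact permutation p = 0.50), as dcKO replicate 3 was below every control. Between embryos that share a collection number, the value was higher by 0.42 in cKO replicate 2 than in Ctrl replicate 1 and by 0.66 in cKO replicate 3 than in Ctrl replicate 2. From Ctrl replicate 3 to dcKO replicate 3 it fell by 0.38. With the replicate number as a block, the difference between the medians was 0.46 in cKO and 0.82 in dcKO.
Quartiles differed in GC content, with a median of 44.1% in quartile 1 and 55.1% in quartile 4. With quartiles formed within 10 bins of GC content, the difference between the medians of quartiles 1 and 4 was 0.12 in cKO and 0.17 in dcKO. Within 10 bins of transcript length it was 0.49 and 0.81. Within bins of GC content the cKO embryos, at 0.077, 0.041 and 0.10, still lay above the controls, at 0.0086, -0.036 and 0.027 (exact permutation p = 0.10). The dcKO embryos were at 0.23, 0.25 and -0.0052 (exact permutation p = 0.30). Within 10 bins of GC content at codon position 3, a setting chosen after seeing the data, the difference between the medians was -0.026 in cKO and 0.038 in dcKO. Percent optimal codons closely followed this GC content (Spearman rho 0.840 across 12081 genes). These bins therefore also remove much of any effect of codons, and the values cannot separate it from GC content. From the quartiles and the codon content of the shared transcripts, the paper implicates Cnot3 in regulating RNA expression in a manner that depends on codon content. It also cites earlier work on recruitment of the CCR4-NOT complex to mRNAs of low codon optimality. After transcriptional shutoff, it found selected mRNAs that it places in the lowest quartile to be more stable in cKO cells. The values here do not bear on that experiment.

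**Figure D2:**
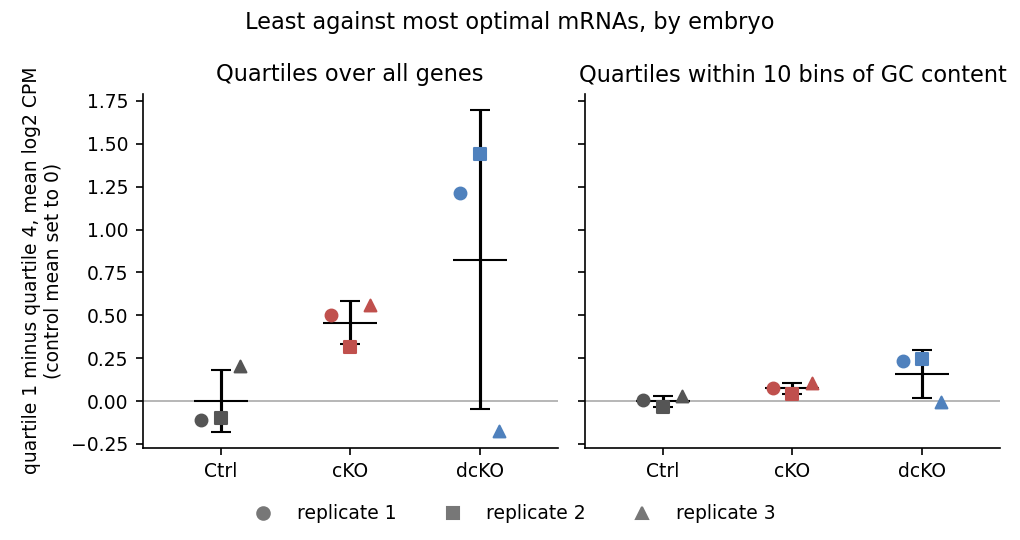
Mean log2 CPM of quartile 1 minus quartile 4 of percent optimal codons in each Ctrl, cKO and dcKO embryo, with the mean of the controls set to 0, for quartiles over all genes (left) and within 10 bins of GC content (right). Points are embryos, and bars are the mean and SD of 3 embryos; over all genes dcKO replicates 1 and 2 lie at 1.21 and 1.44 and dcKO replicate 3 at -0.18.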

Collectively, these data implicate *Cnot3* in regulating RNA expression in a manner dependent on codon content, with preferential up-regulation of non-optimal mRNAs in mutant cortices. This further supports RNA stability control as a mechanism by which *Cnot3* regulates cortical development.

Disruption of the CCR4-NOT complex in *Cnot3* cKO cortices is expected to impair deadenylation and stabilize target transcripts. To evaluate whether increased expression of non-optimal mRNAs is due to changes in mRNA stability, we measured mRNA half-lives in primary cortical cells using transcriptional shutoff with Actinomycin D (ActD). Primary cultures were generated from E12.5 control and cKO cortices and cells were harvested 0, 2, and 8 h after addition of ActD to assess RNA degradation by RT-qPCR (Fig 8G). We examined the decay kinetics of 5 mRNAs whose expression increased in cKO cortices (S6D Fig) and that fell into the lowest quartile of codon optimality. 

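In cKO cortices, Klf8 (ENSMUSG00000041649.14, chromosome X from 153237466 to 153396132 of GRCm38) had 48.2% optimal codons and rose from 124 ± 27.0 to 372 ± 50.0 normalized counts (SD, n = 3). Its log2 fold change was 1.59 (standard error 0.44, edgeR adjusted p = 0.0641, DESeq2 0.00598). Kif18a (ENSMUSG00000027115.15, chromosome 2 from 109280738 to 109341747) had 34.3% optimal codons and rose from 1029 ± 99.3 to 2142 ± 95.9 normalized counts. The log2 fold change of Kif18a was 1.06 (standard error 0.22, edgeR adjusted p = 0.0509, DESeq2 0.00137). Rspo3 (ENSMUSG00000019880.11, chromosome 10 from 29452416 to 29535867) had 38.6% optimal codons and rose from 442 ± 163 to 1879 ± 1000.1 normalized counts. The log2 fold change of Rspo3 was 2.09 (standard error 0.56, edgeR adjusted p = 0.0609, DESeq2 0.00287). Clk1 (ENSMUSG00000026034.18, chromosome 1 from 58410189 to 58424066) had 37.7% optimal codons and rose from 575 ± 59.5 to 944 ± 123 normalized counts. The log2 fold change of Clk1 was 0.71 (standard error 0.36, edgeR adjusted p = 0.236, DESeq2 0.210). Vldlr (ENSMUSG00000024924.15, chromosome 19 from 27216484 to 27254231) had 49.8% optimal codons and rose from 268 ± 6.85 to 781 ± 91.5 normalized counts. The log2 fold change of Vldlr was 1.54 (standard error 0.31, edgeR adjusted p = 0.0509, DESeq2 3.7e-04). Every cKO embryo exceeded every control embryo for each of the 5 mRNAs (exact two-sided permutation test, p = 0.10, the smallest that 3 embryos against 3 allow). The edgeR p-value adjusted over the 16 named genes was 0.0899 for Clk1 and between 0.00175 and 0.00858 for the other 4. In dcKO cortices the log2 fold change was 1.22 for Klf8, 1.32 for Kif18a, 2.07 for Rspo3, 1.05 for Clk1 and 1.64 for Vldlr. With the collection number as a block, and so in dcKO replicate 3 against Ctrl replicate 3, the value for Clk1 in dcKO was -0.35. All dcKO embryos exceeded all controls for Kif18a, Rspo3 and Vldlr (exact permutation p = 0.10), but not for Klf8 (exact permutation p = 0.30) or Clk1 (exact permutation p = 0.40). By the percentages computed here, Kif18a, Rspo3 and Clk1 fell in quartile 1, whose upper bound is 46.3%, and Klf8 and Vldlr in quartile 2. Rspo3 belongs to a list of genes of the cortical hem and choroid, written before the data were examined, which as a whole was higher by 2.12 in cKO and 1.75 in dcKO (mean log2 CPM, exact permutation p = 0.10 for each). Without Rspo3 itself, 6 of 6 mutants exceeded every control. Without Rspo3 and Ttr, another gene of the list, 4 of 6 did (exact permutation p = 0.20 in each mutant).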

All 5 transcripts were stabilized in cKO cells, consistent with defective mRNA turnover in the absence of *Cnot3* (Figs 8G and S6E). Of note, three of these genes (*Klf8*, *Kif18a*, and *Clk1*) have roles in cell cycle regulation [66–68]. A fourth gene (*Vldlr*) is a reelin receptor important for cortical neuron positioning [69]. In sum, these data reveal up-regulation of non-optimal, poorly expressed RNAs in cKO cortices. Transcriptional shut-off analysis of select transcripts confirms impaired RNA degradation in the absence of *Cnot3*. These observations directly implicate the CCR4-NOT complex in controlling gene expression in the developing cortex.

## Discussion

RNA regulation in the developing cortex is dynamic, with rapid changes in expression across dual axes of time and differentiation. RNA expression levels are determined by complementary rates of synthesis and degradation, but the quantitative contribution of the latter to cortical development is largely unknown. We apply omics analyses and genetic approaches to define how RNA turnover controls cortical development. Our transcriptome-wide survey of RNA half-lives across development reveals an in-depth understanding of the *cis* factors that contribute to RNA turnover, as well as previously unappreciated relationships between RNA stability and developmental gene expression changes. Genetic manipulation of the CCR4-NOT complex demonstrates the consequences of mis-regulating RNA turnover in vivo, indicating that CNOT3 is critical for neurogenesis. Our findings reinforce essential roles for RNA stability regulation in cortical development, highlighting new mechanisms relevant for related neuropathologies.

### A new landscape of mRNA stability in the developing cortex

Our data define the landscape of RNA degradation across developmental time. We provide evidence for 2 distinct modes of RNA stability regulation in the cortex. First, a dynamic half-life model in which the stability of a given RNA varies across development. Second, a static half-life model in which RNA degradation rates are constant across development. While these models are not mutually exclusive, our data indicate that a static half-life model is predominant in the developing cortex (Fig 9A), as RNA decay kinetics for most transcripts are unchanged across development. While dynamic half-life regulation occurs for a subset of transcripts (Fig 2), this appears to be the exception rather than the rule.

**Fig 9:**
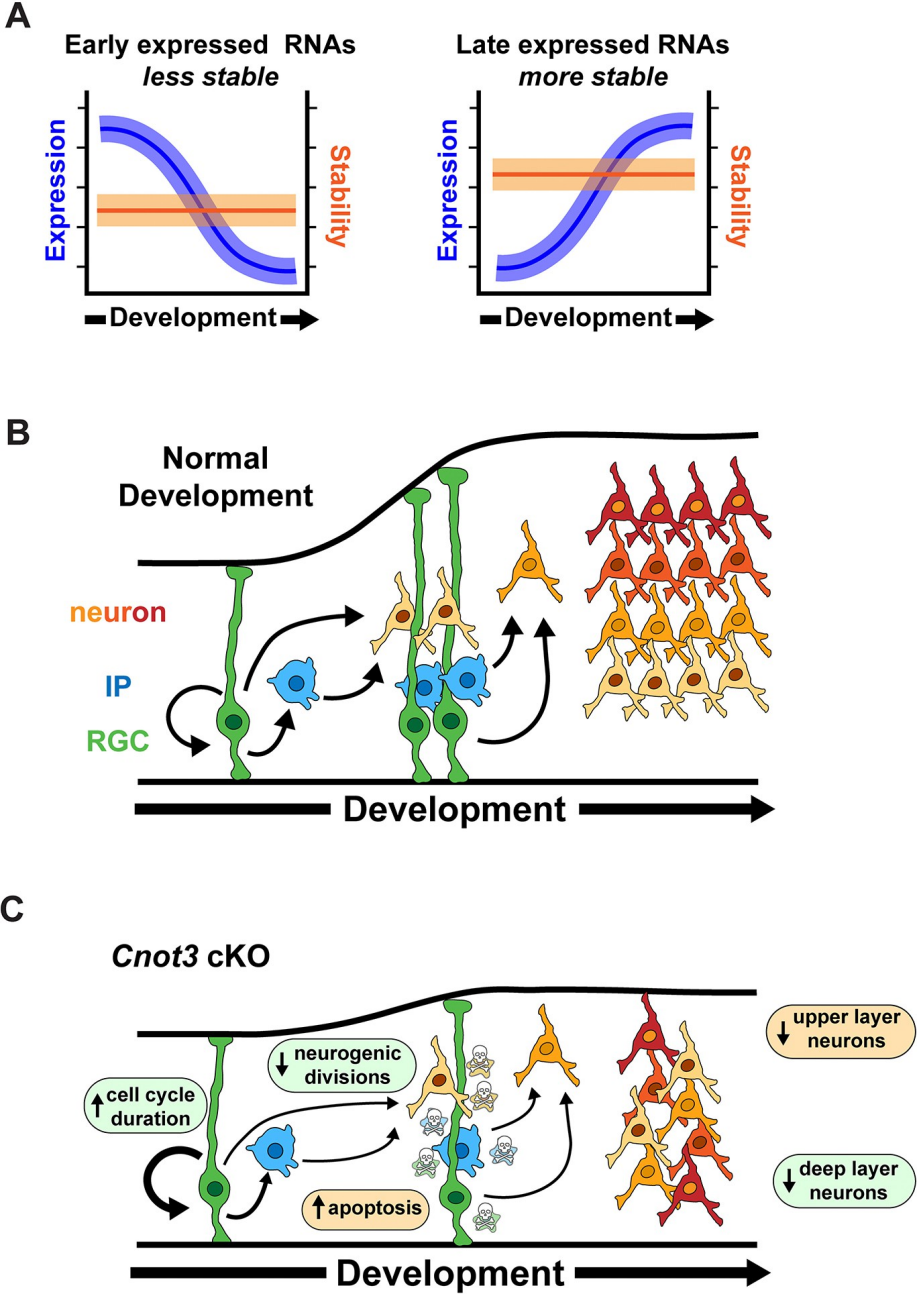
Models for relationship between RNA turnover and gene expression, and the role of *Cnot3* in cortical development. (A) Transcripts that are down-regulated across development are relatively unstable, while those that are up-regulated across development are relatively stable. For the majority of transcripts, RNA half-lives are static across development. Cortical development in WT (B) and *Cnot3* cKO embryos (C). Loss of *Cnot3* impacts development by p53-dependent and p53-independent mechanisms leading to apoptosis of progenitors and neurons, reduced neurogenic divisions, and longer cell cycle duration. Our data suggest that apoptosis is especially relevant for reduced number of upper layer neurons. cKO, conditional knockout.

We discovered an unexpected relationship between RNA half-life and expression changes across time. Specifically, we find that transcripts that increase in expression at later stages of cortical development tend to have longer half-lives, while transcripts that decrease in expression tend to have shorter half-lives (Fig 9A). We propose that transcripts required during early, but not late, developmental stages have short half-lives to help promote their rapid clearance when they are transcriptionally silenced at later stages. In contrast, the relative higher stability of transcripts needed later in development may promote their accumulation over time. Our data suggests that RNA stability acts as an additional regulatory layer to help ensure proper timing of gene expression in the developing cortex.

Our data also give some insight into the extent to which RNA half-lives vary across cortical cell types. We measured RNA half-lives as the cellular composition of the cortex transitions from progenitor-enriched at E11.5 to neuron-enriched at E16.5. If the half-life of a given transcript greatly differed between progenitors and neurons, we expect to have observed a shift in RNA stability kinetics from E11.5 to E16.5. However, we did not observe widespread changes in half-lives across these developmental transitions. Importantly, this suggests that turnover rates for most transcripts may be similar, regardless of the cell type in which they are expressed. It is important to note we do not rule out the possibility of cell type specific stability regulation for a small number of transcripts. Further, while we used scRNA-seq data sets and knowledge of cell composition changes from E11.5 to E16.5 to inform these conclusions, our study did not directly compare RNA decay in progenitors and neurons. Single cell analysis of RNA stability has successfully been employed in other complex model systems, including intestinal organoids and zebrafish embryos [70,71]. Adapting these techniques for in vivo analysis of RNA stability across diverse cell types of the developing mammalian cortex is an exciting direction for future investigation.

### The CCR4-NOT complex is essential for cortical development

Our study used an orthogonal genetic approach to demonstrate essential roles of RNA stability in cortical development by focusing on the CCR4-NOT complex. To that end, we used progenitor and neuronal Cre drivers to demonstrate requirements of *Cnot3* in both neural progenitors and newborn neurons of the developing cortex. While we specifically targeted CNOT3 in progenitors, expression of the central scaffold CNOT1 was also affected, suggesting the entire complex may be affected (Fig 4C). *Cnot3* cKO brains are microcephalic, with fewer progenitors and neurons. We show these phenotypes are due in part to widespread p53-dependent apoptosis of both populations. Interestingly, *Cnot3* cKO does not induce apoptosis in mouse ESCs or male germ cells [33,35], but does in B cells by directly regulating the stability of *p53* mRNA [72]. These observations collectively suggest that the requirement of *Cnot3* for mammalian cell viability may be cell type specific.

Using compound mutants, we mechanistically define how *Cnot3* controls cortical neurogenesis, in both a p53-dependent and p53-independent fashion (Fig 9B and 9C). By analyzing cKO and dcKO brains at different stages, we defined the timing of when these mechanisms are predominant. We observed a preferential rescue of superficial layer neuron density at E18.5, coupled with the rescue of progenitor density at E14.5, when superficial neurons are being born. This suggests that p53-dependent mechanisms are especially prevalent at later stages of cortical neurogenesis. In contrast, loss of early born deep layer neurons was largely p53-independent.

This raises the question of what mechanisms control deep layer neuron number. We observe fewer proliferating cells in E12.5 cKO cortices, and this phenotype was rescued in dcKO brains. However, in contrast, loss of deep layer neurons at E18.5 is not rescued by *p53*. This suggests there must be apoptosis-independent mechanisms at play. Importantly, our semi-cumulative labeling and live imaging data in cKO cells (Fig 7) demonstrate that E12.5 progenitors take longer to divide and tend to produce more progenitors at the expense of neurons. We expect that these progenitor cell fate changes ultimately lead to production of fewer deep layer neurons. How *Cnot3* controls progenitor cell cycle and neurogenic divisions is a fascinating question for future studies. It is notable that similar phenotypes have been observed for mutations in other RNA-binding proteins [73], reinforcing the role of posttranscriptional control in cell fate specification.

### CNOT3 as a regulator of gene expression in the developing cortex

To understand the molecular underpinnings of these cortical development phenotypes, we measured transcriptomic changes using RNA-seq. While the biological implications for the majority of dysregulated transcripts remain elusive, this analysis provided several key insights into potential roles of CNOT3-mediated gene regulation in the cortex. First, we observed increased expression of p53 transcriptional targets in cKO cortices, including *Eda2r*, *Sesn2*, and *Ccng1*. This data underscores p53-dependent mechanisms as a major driver of cortical defects in cKO embryos, including the reduction in superficial layer neurons. We also observed decreased expression of several cell cycle-related transcripts, including *Ccnd1*, *Ccnd2*, and *Cdk4*. These observations align with our in vivo measurements of prolonged cell cycle, as well as previous reports indicating a role for CNOT3 in cell cycle regulation [32,74,75]. Of note, *Cdk4* is also down-regulated upon knockdown of *CNOT3* in human cardiomyocytes, suggesting a conserved mechanism of cell cycle regulation [32].

Although the CCR4-NOT complex has roles in multiple aspects of RNA metabolism [20], it is primarily described as a regulator of mRNA stability. While we cannot rule out the possibility that cKO phenotypes are caused in part by disruption of other molecular processes, several lines of evidence suggest that RNA turnover is impaired in cKO cortices. First, gene expression changes in cKO and dcKO cortices correlated with codon content, with non-optimal mRNAs showing the highest up-regulation of transcript levels. In light of previously established roles of the CCR4-NOT complex in degrading non-optimal RNAs [54,76], this is consistent with widespread RNA stabilization in mutant cortices. Second, using transcriptional shutoff experiments we directly show stabilization of non-optimal mRNAs in cKO cells. Overall, this data highlights the importance of maintaining control of RNA degradation in the developing cortex.

The CCR4-NOT complex, including CNOT3, is increasingly implicated in human disease. De novo mutations in human *CNOT3* cause severe neurodevelopmental deficiencies characterized by a spectrum of intellectual disability, speech delay, seizures, and behavioral problems [24–30]. Further *CNOT3* is a high confidence syndromic Autism gene with a SFARI score of 1S, while *CNOT1* is considered 2S. Importantly, recent work has demonstrated that many autism risk and intellectual disability genes converge on a common pathway characterized by impaired neurogenesis including asynchronous development of deep layer neurons [77,78]. Along these lines, we found aberrant neurogenesis including of deep layer neurons in *Cnot3-*deficient cortices. Together, these data suggest that alterations in cortical development may be an important contributor to neurodevelopmental pathologies associated with *CNOT3* mutation. Further study of this cKO mouse model may thus provide important insights into the etiology of *CNOT3* pathologies. Additionally, an important next step for future studies will be to investigate how germline nonsense and missense mutations of *Cnot3* impact the developing cortex.

## Materials and methods

### Mice

Animal use was approved by the Duke Institutional Animal Care and Use Committee (Protocol #: A060-22-03) and followed ethical guidelines provided by the Duke Division of Laboratory Animal Resources. Mouse lines were previously described: *Emx1*-Cre JAX stock #005628 [55], *Trp53*^lox/lox^ JAX stock #008462 [79], *Nex*-Cre [56], *Cnot3*^*lox/lox*^ [33]. Primers used for genotyping are listed in S6 Table. For embryo staging, plug dates were defined as embryonic day (E)0.5 on the morning the plug was identified.

### SLAM-seq

#### Sample collection and library preparation

Embryos were dissected in cold PBS and cortical tissue was microdissected from 3 biological replicates. Each biological replicate consisted of pooled cortical tissue from 7 embryos (E11.5) or 2 embryos (E14.5 and E16.5). Cortices were dissociated by incubation with 0.25% Trypsin (Thermo Fisher) at 37°C for 5 min (E11.5), 10 min (E14.5), or 20 min (E16.5). Trypsinization was halted by addition of trypsin inhibitor (Sigma T6522) diluted in neural progenitor media [DMEM (Thermo Fisher 11995–065) supplemented with N-acetyl-L-cysteine (Sigma A9165, 1 mM), N2 (Thermo Fisher 17502048, 1X), B27 without vitamin A (Thermo Fisher 12587–010, 1X), and mouse bFGF (R&D Systems 3139-FB025, 10 ng/ml). Following trituration with a P1000 pipette, cells were pelleted at 200 g for 5 min to remove debris then resuspended in fresh neural progenitor media. Cells from each biological replicate were divided into 5 wells of a 24-well plate coated with poly-D-lysine (Sigma P7280) and placed at 37°C in a humidified incubator with 5% CO_2_. Cells were allowed to attach to the plate for 2 h, then media was replaced with fresh neural progenitor media containing 100 μm 4sU (Sigma T4509). The time of 4sU addition was designated as the t = −20 h time point. Media was replaced with fresh 4sU containing media at t = −12, −8, −4, and −1 h. At t = 0 h, a 50× molar excess (i.e., 5 mM) of uridine was added to the media. Cells from a single well per replicate were lysed 0, 2, 4, 8, and 12 h after addition of uridine by addition of RLT buffer (Qiagen RNeasy Plus Micro Kit, cat. 74034) supplemented with 1 mM DTT. Lysates were stored at −80°C before further processing. RNA was extracted from lysates using the Qiagen RNeasy Plus Micro Kit according to manufacturer’s instructions, except all buffers were supplemented with 1 mM DTT. Alkylation of 4sU RNA was performed as previously described [36] using approximately 1.5 μg of RNA per replicate. After alkylation, RNA was re-purified using the RNA Clean and Concentrator Kit (Zymo 11–325). Sequencing libraries were generated using 400 ng of alkylated input RNA per sample and the Illumina Stranded mRNA Prep Kit (cat. 20040532) according to the manufacturer’s instructions.

#### Read mapping and half-life calculation

Sequenced reads were processed with the SlamDunk tool v0.4.3, using the mm10 genome and exons extracted from the GENCODE vM24 gene annotation. The number of covered (T)s and converted (T)s for each exon was extracted from the SlamDunk results. Covered (T) counts for all exons within a gene were summed together, and the same was done for converted (T)s. A conversion rate was calculated for each gene as the percentage of converted (T)s to covered (T)s. These conversion rates were calculated for each time point, and a half-life value was calculated for each gene based on the decay in these conversion rates over time. The decay curve was estimated in R with the “nlsLM” function from “minpack.lm” package, using the model “y ~ exp(-(k*x))”, where “x” are the time points and “y” are the conversion rates scaled such that the initial conversion rate (at time point 0) is 1. The “k” value was extracted from the fit curve, and the half-life was calculated as “ln(0.5) / -k”.

#### Quality control

After calculating half-lives, the data was filtered for read coverage and the quality of half-life calculation. The following filters were applied to each transcript within each biological replicate: coverage on T > 500 at each time point of the chase, half-life < 24 h and > 0 h, and R^2^ > 0.6. Transcripts passing these filtering steps in all 3 biological replicates per stage were retained for further analysis and are listed in S1 Table.

#### GO analysis

Gene ontology analysis for top 10% most and least stable transcripts at each stage were performed using Panther [80].

#### Codon stabilization coefficient (CSC)

Mouse coding region sequences for were obtained from Ensembl using the biomaRt package in R [81]. For genes with multiple transcript isoforms, the longest isoform was used. Codon frequency for each transcript was calculated using the oligonucleotideFrequency function within the Biostrings [82] package using width = 3, step = 3, and as.prob = T. CSC for each codon was calculated as the Pearson correlation coefficient between codon frequency and transcript half-life. Optimal codons were defined as those with CSC > 0, and non-optimal codons were defined as those with CSC < 0.

#### maSigPro

For statistical analysis of half-life changes across each of the 3 stages, transcript lists were filtered to include only those that were present in all 3 data sets. Half-lives were z-score normalized and transcripts with significant differences across all 3 stages were identified using the maSigPro [53] package in R. The following modifications were made from the default parameters: for the regression fitting T.fit function, alfa = 0.05 was used, to extract the significant genes using the get.siggenes function, rsq = 0.6 was used. Significant genes were then clustered using the pheatmap function in R with clustering_method = “ward.D2”.

#### Differential expression

Differential expression between stages was determined using DESeq2 (ref. [83]). Count data from the t = 0 h time point for each replicate was used to generate the input count matrix. Data was filtered to include only those genes that had >10 reads in all samples. Significantly differentially expressed genes between E11.5 and E14.5, or E14.5 and E16.5 were defined as those with |fold-change| > 2 and *p*_*adj*_ < 0.05.

#### Generating progenitor and neuron enriched gene lists

Lists of genes enriched in progenitors or neurons were generated using 2 previously published scRNA-seq data sets [6,7]. Independent enrichment lists were generated from each data set and genes that were in common between each were used in this study (S4 Table). For Telley and colleagues [7], data was accessed online (http://genebrowser.unige.ch/telagirdon/) and the “Genes with similar dynamics” feature was used to generate 3 lists of the top 100 genes most similar to *Sox2* (RGCs), *Eomes* (IPs), and *Neurod2* (neurons). The *Sox2* and *Eomes* lists were combined to create the progenitor list for the Telley and colleagues [7] data set. For Di Bella and colleagues [6], the gene expression matrix was downloaded from the Single Cell Portal (https://singlecell.broadinstitute.org/single_cell/study/SCP1290/molecular-logic-of-cellular-diversification-in-the-mammalian-cerebral-cortex). The FindMarkers function in Seurat [84] was used to identify genes that are at least 1.5-fold enriched and expressed in at least 50% of cells of the desired cell type. Genes found to be enriched in “Apical Progenitors” and “Intermediate Progenitors” were combined to generate the progenitor-enriched list. Genes enriched in “Immature Neurons,” “DL CPN,” and “UL CPN” were combined to generate the neuron-enriched list.

### Western blots

E12.5 cortices were homogenized in cold RIPA buffer supplemented with Halt Protease Inhibitor (Thermo Fisher 7834). Lysates were incubated on ice for 10 min then clarified by centrifugation at 15,000 rpm for 5 min at 4°C. For western blot, 10 μg of protein lysate was mixed with Laemmli buffer (1× final) and DTT (25 mM final) and boiled at 95°C for 5 min. Samples were loaded into Mini-PROTEAN TGX precast gels (Bio-Rad) and run at 100 to 150V for 1 to 2 h. Transfer was performed using the Trans-Blot Turbo Transfer System (Bio-Rad). Membranes were blocked in 5% milk in TBST then incubated with primary antibodies overnight at 4°C. The following primary antibodies were used: CNOT1 (CST 44613S, 1:1,000), CNOT2 (Thermo Fisher 10313-1-AP, 1:1,000), CNOT3 (Thermo Fisher 11135-1-AP, 1:500), ACTB (Santa Cruz sc4778, 1:500). After primary antibody incubation, blots were washed 3 times with TBST, then incubated with secondary antibody for 1 h at RT. The following secondary antibodies were used: goat-anti-mouse-HRP (1:5,000), goat-anti-rabbit-HRP (1:5,000). After secondary antibody incubation, blots were washed 3 times with TBST, then exposed to Pierce ECL Western Blotting Substrate (Thermo Fisher). Imaging was performed using the Gel Doc XR system (Bio-Rad). Quantification was performed using ImageJ.

### Immunofluorescence

Embryonic brains were fixed in 4% PFA at 4°C overnight, washed 3 × 10 min in cold PBS, then incubated in 30% sucrose at 4°C overnight. Brains were frozen in NEG-50 (Fisher), and 20 μm thick coronal sections were collected on charged glass slides and stored at −80°C until staining. For IF, frozen sections from the somatosensory cortex were thawed for 5 to 10 min at RT then washed twice in PBS. For RORβ staining only, antigen retrieval was performed by boiling sections in sodium citrate buffer (10 mM sodium citrate, 0.05% Tween 20 (pH 6.0)) for 20 min, then cooling to RT for 10 min followed by 3 PBS washes. Sections were permeabilized with 0.3% TritonX-100 in PBS for 15 min and blocked in 5% NGS in PBS for 1 h at RT. Sections were incubated with primary antibodies for 2 h at RT and secondary antibodies for 30 min at RT. The following primary antibodies were used: SOX2 (Thermo Fisher 14-9811-82, 1:250), PAX6 (Millipore AB2237, 1:250), TBR2 (Abcam ab183991, 1:1,000), TUJ1 (Biolegend 801202, 1:1,000), TBR1 (CST 49661S, 1:1,000), CTIP2 (Absolute Antibody Ab00616-7.4, 1:500), RORβ (R&D Systems N7927, 1:100), LHX2 (Millipore ABE1402, 1:500), p53 (Leica CM5, 1:250), CC3 (CST 9661S, 1:250). Slides were mounted using either Vectashield (Vector Labs) or Fluoromount G (Thermo Fisher).

### Image acquisition and quantification

Images were captured using a Zeiss Axio Observer Z1 equipped with an apotome for optimal sectioning at 5× and/or 20×. For each experiment, 2 to 3 sections were imaged per brain. Images were captured with identical exposures. For image processing, maximum intensity projections were generated from Z-stacks and brightness was adjusted equivalently for all images using FIJI software. For quantification, images were cropped to 200 μm wide radial columns and cells were counted manually using FIJI cell counter or automatically using QuPath [80]. For QuPath quantification, parameters were adjusted as follows: requested pixel size = 0.1 μm, background radius = 5 μm, minimum area = 10 μm^2^, cell expansion = 2 μm, include cell nucleus and smoother boundaries boxes were unchecked. The threshold was set independently for each channel and maintained for each image in an experiment. For binning analysis, spatial coordinates for each detected cell were exported from either FIJI or QuPath and cells were assigned to one of 5 equally sized bins spanning from the ventricle to the pia to calculate the distribution.

### Live imaging

E12.5 cortices were dissected and dissociated as described above for SLAM-seq sample preparation with the following modifications: only 1 embryo was used per biological replicate, trypsinization was performed for 5 min, after resuspension in neural progenitor media, 175,000 cells were plated onto a poly-D-lysine treated 24-well glass-bottomed plate (MatTek). Cells were allowed to adhere to the plate for 2 h, then images were captured every 10 min for 20 h using a Zeiss Axio Observer Z1 microscope fitted with a Pecon incubation chamber as previously described [85]. After 20 h, cells were fixed in PFA for 20 min, permeabilized with 0.1% Triton-X100 for 10 min, blocked in 5% NGS for 30 min, incubated with primary antibody for 1 h, and secondary antibody for 30 min. All immunostaining steps were performed at RT. The following primary antibodies were used: SOX2 (Thermo Fisher 14-9811-82, 1:1,000), TBR2 (Abcam ab183991, 1:500), and TUJ1 (Biolegend 801202, 1:2,000).

### Semi-cumulative labeling

Pregnant dams were intraperitoneally injected with BrdU (50 mg/kg) at t = 0 h, followed by EdU (10 mg/kg) at t = 1.5 h. Embryos were dissected at t = 2 h. EdU was visualized using the Click-iT Plus Imaging Kit (Thermo Fisher C10638), followed by immunostaining using Ki67 (CST 12202, 1:250) and BrdU (Abcam ab6326, 1:200) primary antibodies as described above. Total cell cycle (Ts) and S-phase (Ts) were calculated as follows: S cells = EdU+; L cells = BrdU+EdU-; P cells = Ki67+; Ts = (S cells / L cells) * 1.5 h; Tc = (P cells / S cells) * Ts.

### Bulk RNA sequencing

E12.5 embryos were dissected in cold PBS and cortical tissue from single embryos were microdissected and flash frozen on dry ice. Three biological replicates were used per genotype. Tissue was homogenized in RLT buffer (Qiagen) and RNA was extracted using the RNeasy Plus Micro Kit (Qiagen). Libraries were prepared using the TruSeq Stranded mRNA kit (Illumina) and sequenced on the NovaSeq platform with 150 bp paired-end reads. Read quality was assessed with FastQC and adapter trimming was performed using Cutadapt. Reads were aligned to the mm39 genome using STAR [86]. Mapped reads were counted and assigned to genes using featureCounts [87], and differential expression in cKO and dcKO versus control samples was determined using DESeq2 [83].

### Transcriptional shut-off

E12.5 cortices were dissected and dissociated as described above for SLAM-seq sample preparation with the following modifications: only 1 embryo was used per biological replicate, trypsinization was performed for 5 min, after resuspension in neural progenitor media each replicate was split into 3 wells of a poly-D-lysine coated 24-well plate. At t = 0, actinomycin D (Sigma A9415) was added to the media to a final concentration of 5 μg/ml. Cells were lysed at t = 0, 2, 8 h by addition of Trizol (Thermo Fisher 15596026) and RNA was extracted according to manufacturer’s instructions. cDNA was generated from 500 ng total RNA using iScript cDNA Synthesis Kit (Bio-Rad). qPCR was performed using iTaq SYBR Green Supermix (Bio-Rad). qPCR primers are listed in S6 Table. Decay data was fitted to the single exponential decay equation (y = y_o_ * e^-kt^) using the nls function in R to determine the degradation rate constant, k. Half-life was calculated as t_1/2_ = (ln(2))/k.

### Statistical analysis

Sample collection, data acquisition, and quantifications were performed blind with respect to genotype. Statistical tests, *p*-values, and sample size for each analysis are reported in S7 Table.

## Supporting information

S1 Fig Features of mRNA stability in the developing cortex. (A) Principal component analysis of biological replicates from SLAM-seq half-life data. (B) Correlation between z-score normalized half-lives at E11.5 and E14.5. Red dashed line indicates y = x line; r represents the Pearson correlation coefficient. (C) As in B, for E14.5 and E16.5. (D and E) GO analysis of top 10% most stable and least stable transcripts. Circle size represents fold enrichment and color represents adjusted *p-*value. (F) Comparison of 3′ UTR lengths of the top 10% most and least stable transcripts at each stage. (G) As in E, comparing percentage GC content. (H, I) As in F, G, for 5′ UTRs. (J) Comparison of CSC values between E11.5 and E14.5; r represents the Pearson correlation coefficient. (K) As in J, for E14.5 and E16.5. ***p < 0.001. Wilcoxon rank-sum test (F, H), Welch’s two-sample *t* test (G, I). Underlying data for this figure can be found in S9 Data.
(TIF)

S2 Fig Developmentally regulated genes have cell type enriched expression patterns. (A) Expression of differentially expressed genes at E14.5 compared to E11.5. Expression data from publicly available scRNA-seq data sets [6]. (B) As in A, for differentially expressed genes at E16.5 compared to E14.5. (C) Expression of progenitor-enriched genes across development using SLAM-seq expression data from this study. (D) As in C, for neuron-enriched genes. *p < 0.05, ***p < 0.001. Wilcoxon rank-sum test (A, B), one-way ANOVA with Tukey’s HSD post hoc test (C, D). Underlying data for this figure can be found in S10 Data.
(TIF)

S3 Fig *Cnot3* is required for neuronal lamination. (A) Expression of *Cnot1*, *Cnot2*, and *Cnot3* in E12.5 cortical lysates measured by RT-qPCR. (B–D) Distribution of indicated marker(s) at E18.5 across 5 equally sized cortical bins spanning the ventricular surface (Bin 1) to the pia (Bin 5). *p < 0.05, **p < 0.01, ***p < 0.001. One-way ANOVA with Tukey’s HSD post hoc test (A), two-way ANOVA with Tukey’s HSD post hoc test (B–D). Error bars represent standard deviation. Underlying data for this figure can be found in S11 Data.
(TIF)

S4 Fig *Cnot3* alters RGC distribution and is required for survival of post mitotic neurons. (A) Immunofluorescence against SOX2 and PAX6 in E14.5 control and *Emx1*-Cre cKO cortices. (B) Schematic showing strategy for *Cnot3* cKO in neurons using *Nex*-Cre. (C) Immunofluorescence against CC3 in E18.5 control and *Nex*-Cre cKO cortices. (D) Immunofluorescence against indicated marker(s) in E18.5 control and *Nex*-Cre cKO cortices. (E–H) Quantification of density for the indicated markers (*n* = 3 embryos per genotype). *p < 0.05,**p < 0.01. One-way ANOVA with Tukey’s HSD post hoc test (F–H). Error bars represent standard deviation. Scale bars: 50 μm for all images. Underlying data for this figure can be found in S13 Data.
(TIF)

S5 Fig *Cnot3;Trp53* dcKO brains have no apoptosis but exhibit some altered lamination patterns. (A) Representative images of immunofluorescence against CC3 in E12.5 cortices showing rescue of apoptosis in dcKO mice. (B) Representative images of immunofluorescence against p53 in E12.5 cortices showing rescue of p53 accumulation in dcKO mice. (C–F) Distribution of indicated marker(s) at E18.5 across 5 equally sized cortical bins spanning the ventricular surface (Bin 1) to the pia (Bin 5). (G) Representative images showing E12.5 cortices of the indicated genotype pulse labeled by IP injection of BrdU 2 h prior to dissection. (H) Quantificaiton of BrdU+ cells (*n* = 3–4 embryos per genotype). *p < 0.05, **p < 0.01, ***p < 0.001. Three-way ANOVA with Tukey’s HSD post hoc test (C–F). One-way ANOVA with Tukey’s HSD post hoc test (H). Error bars represent standard deviation. Scale bars: 50 μm (A, B, G). Underlying data for this figure can be found in S13 Data.
(TIF)

S6 Fig *Cnot3*-dependent regulation of gene expression. (A) Expression of the indicated cell cycle genes at E12.5 measured by RNA-seq. (B) Expression levels of transcripts that are down-regulated in both *Cnot3* cKO and dcKO in either progenitors or neurons. Expression data taken from ref. [6]. (C) As in (B), for transcripts that are up-regulated in both cKO and dcKO cortices. (D) Transcript levels at E12.5 measured by RNA-seq. (E) Decay curves measured by RT-qPCR following transcriptional shut-off in E12.5 primary cultures. Dashed lines indicate fit to exponential decay equation. *p < 0.05, **p < 0.01, ***p < 0.001. Values shown are adjusted *p*-values from DESeq2 (A, D). Error bars represent standard deviation. Underlying data for this figure can be found in S14 Data.
(TIF)

S1 Table SLAM-seq half-life and expression data for E11.5, E14.5, and E16.5. (XLSB)

S2 Table List of transcripts with variable half-lives: related to Fig 2.

S3 Table Differential expression analysis between developmental stages. (XLSB)

S4 Table List of genes enriched in progenitors or neurons.

S5 Table Differentially expressed genes in E12.5 cKO and dcKO cortices. (XLSB)

S6 Table Primers used in this study.

S7 Table List of statistical analyses.

S1 Movie Representative proliferative division: related to Fig 7. (AVI)

S2 Movie Representative neurogenic division: related to Fig 7. (AVI)

S1 Data Numerical values underlying graphs in Fig 1.

S2 Data Numerical values underlying graphs in Fig 2.

S3 Data Numerical values underlying graphs in Fig 3.

S4 Data Numerical values underlying graphs in Fig 4.

S5 Data Numerical values underlying graphs in Fig 5.

S6 Data Numerical values underlying graphs in Fig 6.

S7 Data Numerical values underlying graphs in Fig 7.

S8 Data Numerical values underlying graphs in Fig 8.

S9 Data Numerical values underlying graphs in S1 Fig.

S10 Data Numerical values underlying graphs in S2 Fig.

S11 Data Numerical values underlying graphs in S3 Fig.

S12 Data Numerical values underlying graphs in S4 Fig.

S13 Data Numerical values underlying graphs in S5 Fig.

S14 Data Numerical values underlying graphs in S6 Fig.

S1 Raw Images Uncropped version of western blot images in Fig 4C.

## Abbreviations

CC3: cleaved caspase 3
cKO: conditional knockout
CSC: codon stabilization coefficient
dcKO: double conditional knockout
GO: gene ontology
IP: intermediate progenitor
NMD: nonsense-mediated RNA decay
PCA: principal component analysis
RGC: radial glial cell

How the deposited data were processed for this re-analysis (not part of the article)

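RNA sequencing of cortices from single E12.5 mouse embryos was re-analysed for the comparison of 3 control (Ctrl), 3 Cnot3 cKO and 3 Cnot3;Trp53 dcKO embryos. The authors deposited raw counts, the number of reads that featureCounts assigned to each of 57010 genes. They had trimmed adapters from the paired-end NovaSeq reads of stranded poly(A) libraries with Cutadapt and aligned them to mm39 with STAR. The deposited values are whole numbers with no normalization or filter, and 30138 genes have no read in any embryo. Each embryo has its own column and was assigned to its genotype and replicate number by its label. Median total counts were 26455779 (range 21193798 to 28869816) in Ctrl, 25218324 (range 24835674 to 25946075) in cKO and 34196798 (range 23275370 to 45073349) in dcKO. The SLAM-seq, ActD, imaging and RT-qPCR experiments were not analysed here.
Differential expression was tested in R 4.3.3 with edgeR 4.0.16, using TMM normalization and the quasi-likelihood test in one model of all 9 embryos without covariates. The test covered 13680 genes with more than 10 reads in every embryo. This filter is the one the paper gives for its SLAM-seq comparison. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1, the paper's thresholds. The standard error of an edgeR log2 fold change is its size divided by the square root of the F statistic. DESeq2 1.42.0 at its defaults was run on the same genes. Because edgeR called no gene in dcKO, no shared group existed to compare, and the results for control expression and codon content of shared genes use DESeq2's calls, a use chosen after this was seen. Shared calls were compared with chance by Fisher's one-sided exact test, although both mutants were tested against the same controls. Single genes were also tested with an exact two-sided permutation test of 3 embryos against 3, whose smallest p-value is 0.1. For gene groups, labels of genes were permuted 100000 times, and the smallest p-value this can give is 1e-05.
Coordinates, biotypes, GC content and coding sequences came from GENCODE M21 on GRCm38, since no mm39 annotation was used here. Ensembl identifiers matched 52081 genes of the table. Percent optimal codons was taken from the longest coding isoform, with optimal codons those with a CSC above 0 at E11.5 in S1 Data. Marker lists for regions and cell types were averaged as log2 CPM with a prior count of 0.5 and TMM factors over all genes with a read. Computations outside R used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1.
Tests, thresholds, marker lists and most alternatives were set before the data were examined. These alternatives were RLE and upper-quartile factors, DESeq2, limma 3.58.1 voom with sample quality weights, no filter or edgeR's filterByExpr, only the 6 embryos compared, each embryo left out in turn, the replicate number as a block with and without a GC correction, the collection number as a block, corrections for GC content with and without length (loess span 0.3), protein-coding genes only, glmTreat, other thresholds, other measures of control expression, CSC values of other stages, and quartiles within 10 bins of GC content. Chosen after seeing the data were at least 10 reads in every embryo, genes with a GC value, DESeq2 with the replicate block, adjusted p-values under 0.1 in edgeR and under 0.01 in DESeq2, DESeq2 with each embryo left out, the presence of Xist reads as a block in edgeR and in DESeq2 (called the Xist block), the paper's own lists of shared genes, and bins of GC content at codon position 3. The replicate numbers and collection numbers come from the labels of the embryos. What either number stands for is not stated, and same-numbered embryos are different animals.
The text names every gene the paper names for this experiment, including Cnot1 and Cnot2 of its RT-qPCR panel. It also names the 5 genes with the largest mean rise and the 5 with the largest mean fall among those called the same way in both mutants with every mutant embryo beyond every control. Last, it names the 3 genes with the smallest adjusted p-value in each direction between dcKO and cKO, and genes of the marker lists where a list is reported. With edgeR's calls 0 genes met the criteria of the shared groups. With DESeq2's calls 336 up-regulated and 241 down-regulated genes did, and the use of DESeq2 for these names was chosen after this was seen. The exact tests of named genes were moved from TMM factors over all genes to those of the tested genes after the values were seen. This changed the exact p-value in dcKO of Ccnd1, Ccnd2, Inka2, Eda2r and Ccng1, and in cKO of Gm20300. The list of results followed through the alternatives was limited to those the text reports, also after the values were seen.
The procedure was tested on simulated data. With the dispersion estimated for each gene, equal in all embryos, and 200 genes changed 4-fold, edgeR recovered 79.5% with 14 false calls. DESeq2 recovered 90.0% with 38. The larger differences between the dcKO embryos, and trends shared by many genes, were not part of this case. With a dispersion of 0.02 in every gene each recovered 97.5% with 0 false calls. A trend with GC content added to the simulated dcKO libraries gave 33 false calls in edgeR, and 0 after the GC correction. This case had a dispersion of 0.02, against 0.1009 estimated over all genes of the real embryos, and the same trend in every dcKO library. The real dcKO embryos did not share a single trend, so this result need not hold for them.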

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

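The test of the Ttr counts, the limit of 0.1 on the size of Spearman rho and the restriction to long noncoding RNA genes were chosen only after the results were seen. Ttr, a gene of the cortical hem and choroid list that the paper does not discuss, had 0 reads in each of the 3 control embryos and reads in all 6 mutants. The counts were 162, 292 and 870 in cKO replicates 1 to 3 (mean 441) and 2050, 134 and 149 in dcKO replicates 1 to 3 (mean 778). What drew attention was a signal in every mutant against none in the controls. Library size cannot account for it, since the cKO totals lie within the range of the controls. One technical candidate explanation is cortical hem or choroid tissue in the dissection. The mean log2 CPM of the 14 other genes of the list was higher in the mutants by 1.40, and 5 of the 6 mutants exceeded every control (exact permutation p = 0.10 in cKO and 0.20 in dcKO). A change of this tissue, or of the expression of these genes, through loss of Cnot3 would look alike. The counts of Ttr cannot be told apart from either.
In dcKO against Ctrl, the log2 fold change fell with GC content in the long noncoding RNA genes, which have no codons (Spearman rho -0.311). In cKO rho was -0.0356. The broader set of all genes not annotated as protein-coding, which was looked at first, had a rho of -0.329 in cKO and -0.537 in dcKO, so the absence of a trend in cKO depends on the choice of genes. In protein-coding genes rho was -0.397 and -0.618. Genes are not independent replicates, and the dcKO value averages unequal embryos. These trends were weighed for the fall of log2 fold changes with percent optimal codons. Within 10 bins of GC content, 25.5% of the difference between quartiles 1 and 4 was left in cKO and 21.8% in dcKO. Within 10 bins of transcript length, 108% and 103% were left, which goes against a length bias. A GC content bias between libraries may contribute to the fall in dcKO. Because percent optimal codons itself follows GC content, binning by GC content also removes part of any effect of codons. The fall with percent optimal codons therefore cannot be told apart from a GC content bias, nor can the fall in long noncoding RNA genes be told apart from an effect of the genotype on GC-poor RNAs.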

How the results depend on the processing

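The 11 alternatives chosen after seeing the data are named as such in each part below. Counts are given as up-regulated and down-regulated genes, or higher and lower ones for dcKO against cKO. The edgeR test of all embryos gave 2 and 0 in cKO, 0 and 0 in dcKO, 0 and 2 in dcKO against cKO, and 0 and 0 shared (at an unadjusted p-value under 0.05: 3693 in cKO, 3994 in dcKO and 605 in dcKO against cKO). The 0 calls in dcKO rest on a smallest adjusted p-value of 0.0502, just above the threshold, with 2301 genes under 0.1. The counts did not change with RLE factors or without the fold change threshold. With filterByExpr the genes lower in dcKO than in cKO rose to 3 from 2, and the other counts did not change.
Upper-quartile factors gave 331 and 93 in cKO, 0 and 0 in dcKO, 0 and 3 in dcKO against cKO, and 0 and 0 shared (at an unadjusted p-value under 0.05: 4028 in dcKO and 562 in dcKO against cKO). DESeq2 gave 676 and 530 in cKO, 638 and 519 in dcKO, 4 and 48 in dcKO against cKO, and 423 and 288 shared. limma voom with sample quality weights gave 957 and 911 in cKO, 1491 and 2177 in dcKO, 3 and 24 in dcKO against cKO, and 712 and 821 shared. Without a filter on low counts edgeR gave 386 and 427 in cKO, 313 and 379 in dcKO, 1 and 7 in dcKO against cKO, and 219 and 232 shared. With only the 6 embryos compared there were 945 and 813 in cKO, 0 and 0 in dcKO, 0 and 0 in dcKO against cKO, and 0 and 0 shared (at an unadjusted p-value under 0.05: 2684 in dcKO and 295 in dcKO against cKO). With the replicate block there were 0 and 0 in cKO, 0 and 0 in dcKO, 0 and 0 in dcKO against cKO, and 0 and 0 shared (at an unadjusted p-value under 0.05: 2962 in cKO, 3169 in dcKO and 343 in dcKO against cKO). The check of the pairing gave a mean r of -0.169 between same-numbered embryos. With the collection block there were 957 and 1029 in cKO, 1229 and 404 in dcKO, 1349 and 234 in dcKO against cKO, and 417 and 80 shared. In this model the dcKO embryos are represented by replicate 3 alone, set against Ctrl replicate 3, and cKO by 2 pairs with Ctrl, with 1 residual degree of freedom. Its values for dcKO therefore describe that 1 pair and do not test the other dcKO embryos. The GC correction gave 443 and 252 in cKO, 1 and 1 in dcKO, 0 and 10 in dcKO against cKO, and 1 and 0 shared (at an unadjusted p-value under 0.05: 904 in dcKO against cKO), and with the replicate block added 3 and 0 in cKO, 0 and 0 in dcKO, 0 and 3 in dcKO against cKO, and 0 and 0 shared (at an unadjusted p-value under 0.05: 4183 in cKO, 3105 in dcKO and 615 in dcKO against cKO). The correction for GC content and length gave 409 and 223 in cKO, 1 and 0 in dcKO, 0 and 11 in dcKO against cKO, and 1 and 0 shared (at an unadjusted p-value under 0.05: 3569 in dcKO and 943 in dcKO against cKO). Protein-coding genes alone gave 210 and 133 in cKO, 288 and 106 in dcKO, 0 and 3 in dcKO against cKO, and 135 and 47 shared (at an unadjusted p-value under 0.05: 518 in dcKO against cKO). glmTreat gave 0 and 0 in cKO, 0 and 0 in dcKO, 0 and 2 in dcKO against cKO, and 0 and 0 shared. Adjusted p-values under 0.01 gave 0 and 0 in cKO, 0 and 0 in dcKO, 0 and 0 in dcKO against cKO, and 0 and 0 shared. The unadjusted counts of the first test apply to this limit, but not to glmTreat, which tests against a 2-fold change. Across the 9 edgeR fits that each left out one embryo, the counts ranged from 0 to 769 and 0 to 751 in cKO, 0 to 1157 and 0 to 2088 in dcKO, 0 to 353 and 0 to 883 in dcKO against cKO, and 0 to 616 and 0 to 614 shared. In cKO they were 518 and 401 without dcKO replicate 1, 769 and 372 without replicate 2 and 722 and 751 without replicate 3. Without any one Ctrl or cKO embryo they were 0 and 0. The low cKO counts of the first test thus depended on the dcKO embryos in its model. Some settings that keep all embryos, such as upper-quartile factors, raised the cKO counts too.
The following were chosen after seeing the data. Genes with a GC value gave 2 and 0 in cKO, 196 and 57 in dcKO, 0 and 2 in dcKO against cKO, and 0 and 0 shared (at an unadjusted p-value under 0.05: 3668 in cKO and 589 in dcKO against cKO), and at least 10 reads in every embryo gave 2 and 0 in cKO, 173 and 49 in dcKO, 0 and 2 in dcKO against cKO, and 0 and 0 shared (at an unadjusted p-value under 0.05: 3714 in cKO and 616 in dcKO against cKO). DESeq2 with at least 10 reads gave 692 and 534 in cKO, 651 and 523 in dcKO, 4 and 48 in dcKO against cKO, and 433 and 290 shared, with the replicate block 572 and 451 in cKO, 470 and 558 in dcKO, 1 and 23 in dcKO against cKO, and 326 and 281 shared, and with adjusted p-values under 0.01 431 and 265 in cKO, 411 and 243 in dcKO, 2 and 29 in dcKO against cKO, and 250 and 123 shared. edgeR with adjusted p-values under 0.1 gave 629 and 402 in cKO, 672 and 394 in dcKO, 0 and 4 in dcKO against cKO, and 410 and 211 shared, with the unadjusted counts of the first test. The Xist block gave 0 and 0 in cKO, 0 and 0 in dcKO, 0 and 2 in dcKO against cKO, and 0 and 0 shared (at an unadjusted p-value under 0.05: 3386 in cKO, 3933 in dcKO and 562 in dcKO against cKO), and DESeq2 with the Xist block 526 and 574 in cKO, 491 and 688 in dcKO, 3 and 51 in dcKO against cKO, and 290 and 375 shared. Apart from the dependence of the cKO counts on the dcKO embryos, the causes of these changes were not tested.
The results on gene groups start from DESeq2's calls, and groups from other calls hold only those among the 13680 tested genes, so that 176 of the 219 shared up-regulated genes without a filter are used. No value exists where edgeR called 0 or 1 shared genes. The leave-one-out fits of DESeq2, DESeq2 with the replicate block, the Xist block or at least 10 reads, adjusted p-values under 0.1 in edgeR or 0.01 in DESeq2, and the paper's own lists of shared genes were chosen after seeing the data. Lower control expression of shared up-regulated genes was found in each of the 24 alternatives that gave a value, with -0.92 to -0.66 in the leave-one-out fits of DESeq2, and -0.82 and -0.80 in the edgeR fits without dcKO replicate 2 or 3. For shared down-regulated genes, higher control expression was no longer past the threshold in the mutant embryos (0.053) and with the collection block (0.17), and the leave-one-out fits gave 0.23 to 0.61. Fewer optimal codons in shared up-regulated genes were no longer past the threshold within bins of GC content (-0.0328 percentage points) and with the collection block (-0.0403), with -4.30 to -1.34 in the leave-one-out fits. More optimal codons in shared down-regulated genes were no longer past it within bins of GC content (0.605), with 5.38 to 7.23 in the leave-one-out fits. The cause was not tested.
The difference between the medians of quartiles 1 and 4 in cKO, 0.45 without a correction, moved to 0.081 with the GC correction, 0.087 with the GC correction and the replicate block, 0.090 with GC and length correction, and 0.12 within bins of GC content. It reversed to -0.026 within bins of GC content at codon position 3, chosen after seeing the data. In dcKO, 0.79 without a correction, it reversed to -0.38 with the collection block, which is the difference between dcKO replicate 3 and Ctrl replicate 3 alone, and was 0.10 with the GC correction, less than a replicate SD from the first value because the dcKO embryos differ so widely. The Xist block, chosen after seeing the data, gave 0.56 in cKO and 0.93 in dcKO. The leave-one-out fits gave 0.41 to 0.53 in cKO and 0.48 to 1.33 in dcKO. GC content and codon content are correlated, and the cause was not tested by these settings.
Of the log2 fold changes of single genes and the cortical hem and choroid list, 64 in all, 1184 values under alternatives kept their direction and side of the threshold, 24 lost an adjusted p-value under the threshold, 40 reversed, and the rest gained an adjusted p-value under it. With the collection block, and so for dcKO replicate 3 alone, dcKO against Ctrl reversed to 0.85 for Sesn2, -1.06 for Eda2r, -0.94 for Ccng1, -0.35 for Clk1 and -0.66 for Cnot1, and dcKO against cKO to -0.0084 for Ccnd1, -0.097 for Ccnd2 and 0.46 for Cdk4. With the GC correction, the GC correction with replicate block, and the GC and length correction, dcKO against Ctrl reversed to 0.14, 0.15 and 0.15 for Sesn2, -0.38, -0.41 and -0.38 for Eda2r, -0.36, -0.38 and -0.41 for Ccng1 and -0.36, -0.37 and -0.22 for Cnot1, and dcKO against cKO to 0.023, 0.0061 and 0.052 for Cdk4. With limma voom, dcKO against cKO reversed to -0.30 for Ccnd1 and -0.067 for Ccnd2. Cnot1 in dcKO against Ctrl also reversed to -0.067 with no filter, -0.051 with filterByExpr, -0.016 with only the 6 embryos compared and -0.019 with DESeq2 and the replicate block, chosen after seeing the data. Cdkn1a in dcKO against Ctrl reversed to -0.050 with the Xist block and -0.079 with DESeq2 and the Xist block, both chosen then. Across the leave-one-out fits, dcKO against Ctrl ranged from -0.18 to 0.56 for Eda2r, from -0.037 to 0.65 for Ccng1, from -0.15 to 0.55 for Cdkn1a and from -0.25 to 0.25 for Cnot1, and dcKO against cKO from -0.25 to 0.75 for Ccnd1, from -0.14 to 0.76 for Ccnd2 and from -0.36 to 0.14 for Cdk4. The cause was not tested.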

Differences from the paper's values

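Each of the 6 counts of called genes that the paper states differed from the edgeR test of all embryos. Genes called in cKO in either direction numbered 2 against the paper's 1216. Values within 1.5 times the paper's came from these alternatives set before the data were examined: 1206 with DESeq2, 813 with no filter, 1758 with only the 6 embryos compared, 919 without dcKO replicate 1, 1141 without dcKO replicate 2 and 1473 without dcKO replicate 3. So did 1226 with DESeq2 with at least 10 reads, 1023 with DESeq2 with the replicate block, 1100 with DESeq2 with the Xist block and 1031 with adjusted p-values under 0.1, chosen after seeing the values, and DESeq2 without Ctrl replicate 3 (983), without dcKO replicate 1 (1411), without dcKO replicate 2 (1525) and without dcKO replicate 3 (1611), also chosen then. The other alternatives did not. In dcKO the number was 0 against the paper's 1164. Values within 1.5 times the paper's came from these alternatives set before the data were examined: 1157 with DESeq2, 1633 with the collection block and 1330 without dcKO replicate 2. So did 1174 with DESeq2 with at least 10 reads, 1028 with DESeq2 with the replicate block, 1179 with DESeq2 with the Xist block and 1066 with adjusted p-values under 0.1, chosen after seeing the values, and DESeq2 without Ctrl replicate 3 (911), without cKO replicate 1 (946), without cKO replicate 2 (988), without cKO replicate 3 (984) and without dcKO replicate 2 (1640), also chosen then. The other alternatives did not. Up-regulated genes in cKO numbered 2 against the paper's 686. Values within 1.5 times the paper's came from these alternatives set before the data were examined: 676 with DESeq2, 957 with limma voom, 945 with only the 6 embryos compared, 957 with the collection block, 518 without dcKO replicate 1, 769 without dcKO replicate 2 and 722 without dcKO replicate 3. So did 692 with DESeq2 with at least 10 reads, 572 with DESeq2 with the replicate block, 526 with DESeq2 with the Xist block and 629 with adjusted p-values under 0.1, chosen after seeing the values, and DESeq2 without Ctrl replicate 3 (526), without cKO replicate 3 (460), without dcKO replicate 1 (742), without dcKO replicate 2 (870) and without dcKO replicate 3 (787), also chosen then. The other alternatives did not. Down-regulated genes in cKO numbered 0 against the paper's 530. Values within 1.5 times the paper's came from these alternatives set before the data were examined: 530 with DESeq2, 427 with no filter, 401 without dcKO replicate 1, 372 without dcKO replicate 2 and 751 without dcKO replicate 3. So did 534 with DESeq2 with at least 10 reads, 451 with DESeq2 with the replicate block, 574 with DESeq2 with the Xist block and 402 with adjusted p-values under 0.1, chosen after seeing the values, and DESeq2 without Ctrl replicate 3 (457), without dcKO replicate 1 (669) and without dcKO replicate 2 (655), also chosen then. The other alternatives did not. Genes up-regulated in both mutants numbered 0 against the paper's 431. Values within 1.5 times the paper's came from these alternatives set before the data were examined: 423 with DESeq2, 417 with the collection block, 616 without dcKO replicate 2 and 430 without dcKO replicate 3. So did 433 with DESeq2 with at least 10 reads, 326 with DESeq2 with the replicate block, 290 with DESeq2 with the Xist block and 410 with adjusted p-values under 0.1, chosen after seeing the values, and DESeq2 without Ctrl replicate 3 (331) and without dcKO replicate 3 (450), also chosen then. The other alternatives did not. For genes down-regulated in both, the number was 0 against the paper's 289. Values within 1.5 times the paper's came from these alternatives set before the data were examined: 288 with DESeq2 and 232 with no filter. So did 290 with DESeq2 with at least 10 reads, 281 with DESeq2 with the replicate block, 375 with DESeq2 with the Xist block and 211 with adjusted p-values under 0.1, chosen after seeing the values, and DESeq2 without Ctrl replicate 3 (253) and without dcKO replicate 2 (320), also chosen then. The other alternatives did not. At an unadjusted p-value under 0.05, edgeR found 3693 genes in cKO and 3994 in dcKO. The paper's methods name DESeq2 for this comparison, and DESeq2 was an alternative here. With the collection block, the counts in dcKO and in both mutants rest on dcKO replicate 3 against Ctrl replicate 3 alone.
The sizes of the changes did not differ in this way. The log2 fold changes correlated with those listed in the paper's S8 Data with an r of 0.999995 over 1898 genes in cKO and 0.999914 over 1900 in dcKO.
The paper places Klf8, Kif18a, Rspo3, Clk1 and Vldlr among mRNAs in the lowest quartile of codon optimality. By the percentages computed here, Klf8 (48.2%) and Vldlr (49.8%) fell in quartile 2, also with CSC values of E14.5 or E16.5, and the other 3 in quartile 1. The paper shows Clk1 as higher in cKO. Its log2 fold change here was 0.71, with an adjusted p-value of 0.236 in edgeR and 0.210 in DESeq2. The paper shows Cdk4 as lower in cKO, and Ccnd1 and Ccnd2 as lower in dcKO. The DESeq2 adjusted p-values were 0.0835 for Cdk4 in cKO, and 0.155 for Ccnd1 and 0.131 for Ccnd2 in dcKO.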

Other observations

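The tests of splits by unadjusted p-values, of hemoglobin RNA, of the hem and choroid list without Rspo3 and Ttr, and of GC content and collection batch in dcKO replicate 3 were chosen only after the result was seen. The 6 embryos of each pair of groups can be split into 3 and 3 in 10 ways. In edgeR models of the 6 embryos, 1 of the 10 splits, the real one, gave as many genes as cKO against Ctrl (1758 genes), and the most that another split gave was 0. For dcKO against Ctrl and for dcKO against cKO the real split gave 0 genes, so that 10 of 10 and 10 of 10 splits gave as many and the count of calls says nothing. By the number of genes with an unadjusted p-value under 0.05, 1 of 10 splits, the real one, gave as many as cKO against Ctrl (7517 genes, and at most 857 in another split). For dcKO against Ctrl 2 of 10 did (2684 genes, and 2852 in another split), and for dcKO against cKO 4 of 10 (295 genes, and up to 3306 in another split). Like the real split, 4 of the 10 splits part all 3 same-numbered pairs, and among these 1 gave as many genes in cKO against Ctrl, by calls as by unadjusted p-values. By unadjusted p-values 2 of them did in dcKO against Ctrl and 2 in dcKO against cKO. The other 6 part 1 pair and keep the others together. The smallest share that 10 splits can give is 1 in 10, so none under 0.05 was possible, and cKO against Ctrl reached this smallest share. In dcKO against Ctrl and in dcKO against cKO other splits gave as many genes, and by this count, in models of 6 embryos, the real split cannot be told apart from an arbitrary grouping. The count does not bear on single genes, of which Phlda3 and Eda2r differed between dcKO and cKO in the model of all 9 embryos (edgeR adjusted p = 0.0130 and 0.0168), nor on DESeq2's calls.
The dcKO embryos differed more from each other than the other embryos did. On a principal component analysis, the first component held 46.6% and the next 33.1% of the variance, and the dcKO replicates lay at 71.5, 57.6 and -35.1 on the first. Reads from mitochondrial genes made up 1.57% of the counts in dcKO replicate 1 and 1.83% in dcKO replicate 2, against 0.627% to 0.949% in the other 7 embryos. limma gave dcKO replicates 2 and 3 the lowest sample weights, 0.125 and 0.112. No explanation was tested for these differences in mitochondrial reads and weights.
In dcKO replicate 2, Ccnd1 and Ccnd2 were at the level of the controls. A mislabeled control was tested through the targeted genes. Cnot3 was at 49.1% and Trp53 at 51.4% of the lowest control embryo, which goes against a mislabeled control. A wrong label with another genotype, such as a heterozygous one, was not tested. The embryo still had more RNA of both genes than the other dcKO embryos, and tissue without Emx1-Cre activity in the dissection was tested as a source. The mean log2 CPM of the ventral telencephalon list in dcKO replicate 2 exceeded the highest of the other 8 embryos by 1.65, with 96 reads of Gsx2, 88 of Dlx2, 80 of Gad2, 47 of Dlx1, 18 of Nkx2-1 and 17 of Sp9. Other genes of the list go against ventral tissue. This embryo had 1 read of Dlx5 and 0 of Dlx6, Gad1, Isl1 and Lhx8, and its Lhx6, at 0.660 CPM, was the lowest of the 9 embryos (from 0.880 to 4.45 in the others). The list of meninges and vessels differed from the highest of the other embryos by -1.40 and hemoglobin RNA by -1.63, which goes against these sources. Some of the hemoglobin genes are near-identical copies whose reads are not told apart. Ventral tissue in the dissection remains one possible source of the remaining Cnot3 and Trp53 RNA, but the genes of the list disagree and give no estimate of its amount. Incomplete recombination in this embryo was not tested.
The labels do not give the sex of the embryos, and the genotypes were not balanced for it. Xist had 0, 2192 and 3713 reads in Ctrl replicates 1 to 3, 2594, 0 and 0 in cKO and 0, 11590 and 0 in dcKO, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had reads only in the embryos without Xist reads. The only dcKO embryo with Xist reads, replicate 2, is the one at the level of the controls for Ccnd1 and Ccnd2. In the other genotypes the levels did not follow Xist. Ctrl replicate 1, without Xist reads, had 6741 normalized counts of Ccnd1 and 77214 of Ccnd2, against 5792 and 6180.5, and 72365 and 77763, in replicates 2 and 3. The cKO replicate with Xist reads, 1, had 2698 and 34432, against 3029 and 2459, and 26992 and 33350.3, in replicates 2 and 3. This goes against sex as the reason for the Ccnd1 and Ccnd2 levels of dcKO replicate 2. Eda2r, Klf8 and Lancl3 lie on the X chromosome. With the presence of Xist reads as a block, chosen after seeing the data, edgeR called 0 genes up-regulated and 0 down-regulated in cKO and 0 in dcKO (at an unadjusted p-value under 0.05: 3386 and 3933). DESeq2 with this block called 526 and 574 in cKO and 491 and 688 in dcKO. In cKO the log2 fold change was 4.23 for Eda2r, 1.40 for Klf8 and -2.16 for Lancl3 with the block in edgeR, and 4.22 for Eda2r, 1.59 for Klf8 and -2.02 for Lancl3 without it.
In dcKO replicate 3 the trend with codon content of dcKO replicates 1 and 2 was absent. The difference between quartiles 1 and 4 was 1.21, 1.44 and -0.18 in dcKO replicates 1 to 3 and -0.11, -0.098 and 0.21 in the controls, so replicate 3 lay close to the controls. The correlation of expression with percent optimal codons, relative to the mean of all embryos, was -0.495, -0.530 and 0.449 in dcKO and 0.398, 0.449 and 0.252 in the controls. Values relative to this mean are pushed up in the other embryos by dcKO replicates 1 and 2. In long noncoding RNA genes the correlation of expression with GC content, relative to the mean of all embryos, was -0.250, -0.475 and 0.266 in dcKO replicates 1 to 3 (Spearman rho, 0.266 in replicate 3) and 0.152, 0.167 and 0.0417 in the controls. A GC content bias between the dcKO libraries is therefore a candidate explanation of their difference. Control replicate 3, which shares the collection number, differed from the other controls by 0.31 in the difference between quartiles 1 and 4. The direction was opposite to that of dcKO replicate 3 from the other dcKO embryos, which goes against a batch of this shared collection. The collection numbers of dcKO replicates 1 and 2 are shared with no other embryo, so a batch in those collections could not be tested. With 3 embryos so unequal, a difference in their biology cannot be told apart from a GC content bias or from such a batch.
Rspo3 is part of the cortical hem and choroid list, and more of this tissue in the mutant dissections was tested as a source of its rise. Without Rspo3 the list was higher in the 6 mutants than in the 3 controls by 1.94 (mean log2 CPM), with 6 of 6 mutants above every control and 11 of 14 genes higher (exact permutation p = 0.10 in each mutant). Without Rspo3 and Ttr it was higher by 1.37, with 4 of 6 mutants above every control (exact permutation p = 0.20 in each mutant). More hem or choroid tissue in the dissection may contribute to the rise of Rspo3, and of Rspo2 from the same list. The data cannot tell it apart from a change in these genes or in this tissue by the genotype. The 30 comparisons of marker lists between genotypes had a smallest Benjamini-Hochberg adjusted p-value of 0.188. The groups of embryos did not overlap in 16 of them, where chance gives 10%, or 3, and the lists and comparisons are not independent.
The shared up-regulated genes were selected with the control embryos in which their low expression was measured. In the mutants, where the selection acts the other way, the difference from the other genes was -0.32 in the median log10 normalized count, against -0.81 in the controls. Selection on the control values is thus not enough to give the whole difference. For the shared down-regulated genes the difference in the mutants was 0.053.
Between dcKO and cKO, the genes with the smallest adjusted p-values were Phlda3 (ENSMUSG00000041801.6, chromosome 1 from 135766119 to 135769136, -3.08, edgeR adjusted p = 0.0130, exact permutation p = 0.10), Eda2r (ENSMUSG00000034457.11, chromosome X from 97333840 to 97377216, -3.98, edgeR adjusted p = 0.0168, exact permutation p = 0.10) and Inka2 (ENSMUSG00000048458.9, chromosome 3 from 105704599 to 105720842, -1.76, edgeR adjusted p = 0.0511, exact permutation p = 0.10) among those lower in dcKO, and AA465934 (ENSMUSG00000093483.3, chromosome 11 from 83291699 to 83294632, 4.12, edgeR adjusted p = 0.347, exact permutation p = 0.10), Gm15975 (ENSMUSG00000083902.3, chromosome 5 from 55624190 to 55625591, 2.02, edgeR adjusted p = 0.624, exact permutation p = 0.10) and Gm20300 (ENSMUSG00000111080.2, chromosome 10 from 30603195 to 30606634, 1.35, edgeR adjusted p = 0.633, exact permutation p = 0.10) among those higher, given with chromosome, GRCm38 position and log2 fold change. Of the genes in the paper's RT-qPCR panel, Cnot1 had a log2 fold change of -0.17 in cKO (edgeR adjusted p = 0.673) and 0.039 in dcKO (edgeR adjusted p = 0.922). Cnot2 had 0.72 (edgeR adjusted p = 0.0709, DESeq2 0.0291) and 0.83 (edgeR adjusted p = 0.0540, DESeq2 0.0118), and was higher in 6 of 6 mutants than in every control. By RT-qPCR, the paper found no significant change of Cnot2 RNA in cKO cortices.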
